# Functional genomics of mountain pine beetle (*Dendroctonus ponderosae*) midguts and fat bodies

**DOI:** 10.1186/1471-2164-11-215

**Published:** 2010-03-30

**Authors:** Tidiane Aw, Karen Schlauch, Christopher I Keeling, Sharon Young, Jeremy C Bearfield, Gary J Blomquist, Claus Tittiger

## Abstract

**Background:**

The mountain pine beetle (*Dendroctonus ponderosae*) is a significant coniferous forest pest in western North America. It relies on aggregation pheromones to colonize hosts. Its three major pheromone components, *trans*-verbenol, *exo*-brevicomin, and frontalin, are thought to arise via different metabolic pathways, but the enzymes involved have not been identified or characterized. We produced ESTs from male and female midguts and associated fat bodies and used custom oligonucleotide microarrays to study gene expression patterns and thereby made preliminary identification of pheromone-biosynthetic genes.

**Results:**

Clones from two un-normalized cDNA libraries were directionally sequenced from the 5' end to yield 11,775 ESTs following sequence cleansing. The average read length was 550 nt. The ESTs clustered into 1,201 contigs and 2,833 singlets (4,034 tentative unique genes). The ESTs are broadly distributed among GO functional groups, suggesting they reflect a broad spectrum of the transcriptome. Among the most represented genes are representatives of sugar-digesting enzymes and members of an apparently Scolytid-specific gene family of unknown function. Custom NimbleGen 4-plex arrays representing the 4,034 tentative unique genes were queried with RNA from eleven different biological states representing larvae, pupae, and midguts and associated fat bodies of unfed or fed adults. Quantitative (Real-Time) RT-PCR (qRT-PCR) experiments confirmed that the microarray data accurately reflect expression levels in the different samples. Candidate genes encoding enzymes involved in terminal steps of biosynthetic pathways for *exo*-brevicomin and frontalin were tentatively identified.

**Conclusions:**

These EST and microarray data are the first publicly-available functional genomics resources for this devastating forestry pest.

## Background

The mountain pine beetle (*Dendroctonus ponderosae *Hopkins) is a major forest pest currently enjoying historically unprecedented outbreak populations in western North America [1]. Its success is due in part to the use of pheromones to coordinate mass-attacks on host trees, a behavior necessary to overcome tree oleoresin defences [2]. The aggregation pheromone system involves male- and female-produced components as well as synergistic effects of host monoterpenes [3,4]. Three important pheromone components are *trans*-verbenol [(1*S*, 2*R*, 5*S*)-4,7,7-trimethylbicyclo[3.1.1]hept-3-en-2-ol], *exo*-brevicomin (*exo*-7-ethyl-5-methyl-6,8-dioxabicyclo [3.2.1]octane), and frontalin [(1*S*, 5*R*)-1,5-dimethyl-6,8-dioxabicyclo[3.2.1]octane]. *trans*-Verbenol is produced by pioneer females when they attack a new host, serving as an aggregation pheromone that attracts males and other females to the tree. *exo*-Brevicomin is produced by males before they join females in the tree, serving as a synergist to *trans*-verbenol. Production of both *trans*-verbenol and *exo*-brevicomin falls later during colonization, at approximately the same time that males produce frontalin, which appears to function as an anti-aggregation or dispersion signal [4] (Figure 1A).

**Figure 1:**
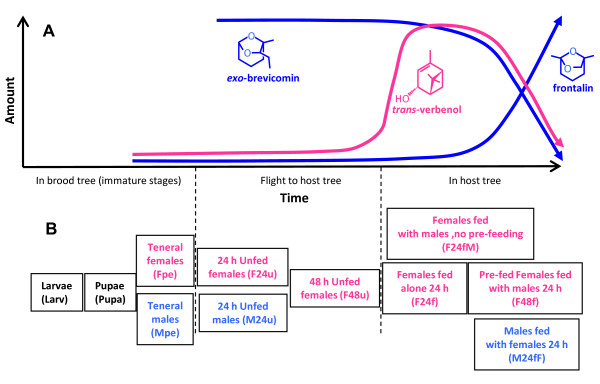
**Mountain pine beetle pheromone production and experimental samples**. (A) Developmental profile showing production of three important pheromone components by males (blue) and females (pink). Curves are based on data from Pureswaren *et al*. (2000). (B) The eleven biological conditions sampled for microarray analysis. Abbreviated labels are in parentheses.

Understanding the metabolic pathways, their regulation, and the enzymes responsible for creating these chemicals is important in developing potentially targeted management strategies for this devastating forest pest and other destructive *Dendroctonus *spp. including the spruce beetle (*D. rufipennis*) and the southern pine beetle (*D. frontalis*). The three chemicals appear to arise via different metabolic pathways: *trans*-verbenol is likely the cytochrome P450-mediated hydroxylation product of ingested host tree α-pinene [5,6]; *exo*-brevicomin is produced from a fatty acyl-derived precursor [7,8]; and frontalin is synthesized *de novo *via the mevalonate pathway [9]. While common enzymes synthesizing their precursors are relatively easily identified, those creating the final pheromone components are more difficult to recognize.

Fortunately, advances in genomic and proteomic technologies allow creation of sequence and/or gene expression databases to investigate economically important but genetically inconvenient "non-model" species. For example, functional genomics studies of the pine engraver beetle, *Ips pini *(Coleoptera, Scolytidae) [10-12], assisted the identification of important pheromone-biosynthetic genes that otherwise would have been difficult to discover [13-15] and led to subsequent understanding of their regulation and biochemical roles [[13,16,17], Figueroa Teran *et al*., unpublished]. Similarly, a recent effort to characterize the proteome of *D. frontalis *pronota catalogued differences between males and females that may lead to new control measures [18]. We wished to create functional genomics tools for *D. ponderosae *to facilitate the development of new strategies to mitigate its economic impact. We produced ESTs representing over 4,000 tentative unique genes, and used custom oligonucleotide arrays to study their regulation in eleven different biological states. We have used these data to make preliminary identification of putative pheromone-biosynthetic genes. Furthermore, the ESTs and microarrays are resources for forest insect researchers working to understand bark beetles.

## Results and Discussion

### ESTs

Two cDNA libraries, "MPB" and "DPG," were prepared in pDONR222 (Invitrogen). The MPB library includes cDNAs from midguts and fat bodies of juvenile hormone (JH) III-treated and acetone-treated (control) insects because of the known role for JH III in stimulating pheromone biosynthesis in the Coleoptera [19], while the insects used for the DPG library were fed or unfed, but not stimulated with applied hormone and thus can be expected to have more normal biological expression patterns. The MPB library was constructed from 4.9 μg poly(A)+RNA, yielding a primary titre of 1.4 × 10^6 ^colony forming units (cfu). The average insert size, not including flanking vector sequences, was 1.3 ± 0.1 kb. The DPG library was constructed from 1.6 μg poly(A)+RNA, yielding a primary titre of 1.27 × 10^7 ^cfu and an average insert size of 1.2 ± 0.2 kb. In total, 2,867 and 9,594 (12,461 total) templates were sequenced from the MPB and DPG libraries respectively, yielding 12,119 total ESTs that passed the sequencer's quality control threshold (2,776 from MPB and 9,297 from DPG). The average read length for both libraries was 550 nt.

Further cleansing with EGAssembler [20] removed 344 additional ESTs. The remaining 11,775 ESTs were masked to remove vector and repeat sequences and clustered with CAP3 to yield 1,201 contigs and 2,833 singlets representing 4,034 tentative unique genes (TUGs). Of these, 2,040 returned at least one hit when compared against GenBank nr using BlastX and an E-value minimum cutoff of 10^-5^. The ESTs and assembled contigs have been deposited in GenBank [GO484341-GO495894] and [EZ114957-EZ116155], respectively.

The nine contigs with the highest number of ESTs represent either sugar-digesting enzymes or orthologs of a bark beetle-specific gene cluster, *IPG001B01*/*IPG001D12*, identified in a previous EST survey of *Ips pini *midguts (Table 1) [10]. The abundance of sugar-degrading sequences reflects the midgut's digestive role and is consistent with EST surveys of other phytophagous beetles including *I. pini *[10], *Phaedon cochlearidae *[21], and *Chrysomela tremulae *[22]. The orthologs to *I. pini IPG001B1/001D12*, named here *DpoD12-1 *[GenBank: EZ115567] and *DpoD12-2 *[EZ115588], have essentially no sequence identity (4.6%) beyond a well-conserved N-terminal signal peptide, and lack the highly charged C-terminal tails of the *I. pini *proteins (Figure 2). However, all orthologs have four perfectly-conserved cysteines (Figure 2) and are predicted to have >95% α-helical structure (not shown). *DpoD12-1 *and *DpoD12-2*, which showed essentially stable, constitutively high expression in all samples based on microarray data (not shown), apparently contributed ~5.9% of recovered mRNA, as indicated by their portion of total ESTs, making them among the most highly-expressed genes sequenced. This is a much smaller though still significant fraction of the total than the ~35% observed for the *I. pini *orthologs [10]. 

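In the arrays, transcripts of this gene pair were abundant in larvae and adults, and those of DpoD12-1 were far lower in pupae. DpoD12-1 was read by Contig588, Contig611, Contig234 and Contig423, and DpoD12-2 by Contig632, whose products have a predicted signal peptide and an undetermined function. State means of the 5 contigs lay between 13.7 and 15.6 on the log2 scale in larvae and in every adult state. In pupae Contig588 averaged 11.0 ± 1.57 (SD, n = 4), against 14.8 ± 0.38 in larvae (SD, n = 4). Its log2 change in pupae against larvae was -3.76 (standard error 0.35, adjusted p = 5.83e-12). Contig234 had the largest change, -5.01 (standard error 0.44, adjusted p = 2.28e-12), and Contig423 changed by -3.32 (standard error 0.37). Contig632, the DpoD12-2 contig, had a smaller change of -0.59 (standard error 0.17, adjusted p = 0.0022), which did not pass with median centring in place of quantile normalization or when only the Pupa and Larv arrays were fitted. All 5 passed the test in the comparison with larvae and in that with the other 10 states (5 adjusted over the list alone in both; 4 in both with median centring). Pupal pools differed widely, with SDs of 0.53 to 1.95 for these contigs, against 0.06 to 0.62 in larvae. The standard errors and p values use a single spread per feature over all 44 arrays, so they understate the uncertainty of the pupal means. None of the 5 passed limma's test in the 4 comparisons of fed with unfed adults or the 3 of males with females, and none had an unadjusted p under 0.05 in those. With median centring 1 of the 5 passed as higher in F48f than in F48u. The log2 changes of the 5 contigs in those 7 comparisons lay between -0.36 and 0.37. The paper states that expression of both genes was essentially stable and high in all samples.

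**Figure D1:**
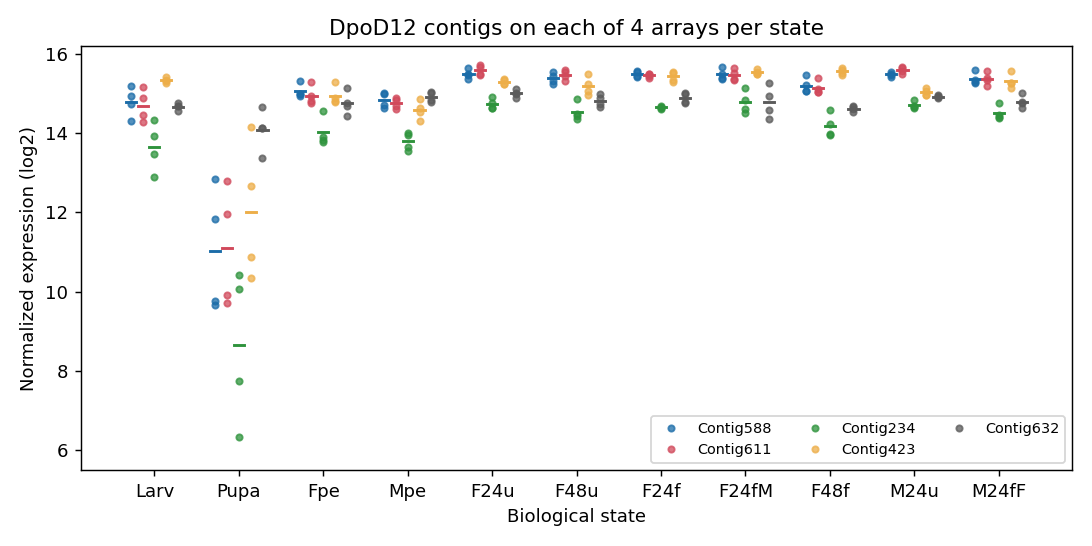
Normalized log2 expression of the 5 DpoD12 contigs on each array of the 11 states. Points are arrays, 4 per state, and short bars are state means. Contig588, Contig611, Contig234 and Contig423 (DpoD12-1) are lower in Pupa than in every other state, with the 4 Pupa arrays spread over more than 2 log2 units, and Contig632 (DpoD12-2) changes least.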

The apparent difference in transcript abundance between species may reflect either a true difference in relative abundance, dilution of the midgut transcriptome by fat body mRNAs, or both. The highly-conserved secondary structures of these orthologs suggest conserved functions, which have not yet been determined.

**Table 1:** Genes with the highest representation by number of ESTs

Contig	GenBank I.D.	#ESTs	BlastX hit or identity	E-val	Species
Contig527	EZ115483	180	glycoside hydrolase	1.00e-139	*Tribolium castaneum*
Contig137	EZ115093	178	pectin esterase	1.66e-123	*Sitophilus oryzae*
Contig588	EZ115544	168	DpoD12-1	n.a.	*Ips pini*
Contig611	EZ115567	134	DpoD12-1	n.a.	*Ips pini*
Contig234	EZ115190	130	DpoD12-1	n.a.	*Ips pini*
Contig632	EZ115588	128	DpoD12-2	n.a.	*Ips pini*
Contig423	EZ115379	124	DpoD12-1	n.a.	*Ips pini*
Contig450	EZ115406	107	cello-biosidase	<1.00e-200	*Otiorhynchus sulcatus*
Contig841	EZ115796	103	β-endoglucanase	1.11e-54	*Apriona germari*
Contig467	EZ115423	98	aldo-keto reductase	1.19e-95	*Tribolium castaneum*

**Figure 2:**
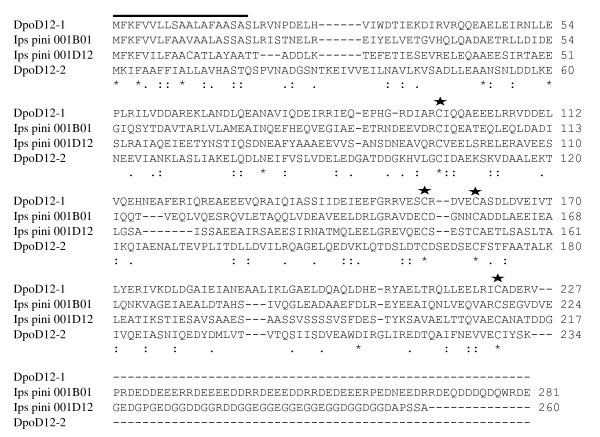
**ClustalW alignment of predicted translation products of a bark beetle-specific gene cluster**. The predicted protein sequences are for IPG001B01 [CB407747] and IPG001D12 [CB408591] from *I. pini *and DpoD12-1 [EZ115190] and DpoD12-2 [EZ115588] from *D. ponderosae*. Perfectly conserved amino acids are indicated by asterisks, similar amino acids are indicated by a colon below the alignment. The putative N-terminal signal peptide region is overlined. The conserved cysteine residues are indicated with a star above the alignment.

Representatives of other midgut-associated transcripts were sequenced, including those implicated in peritrophic membrane maintenance (chitinases, chitin deacetylase, chitin synthase, and chitobiosyldiphosphodolicol β-mannosidase), proteolysis (various proteases) and defence (cytochromes P450 and glutathione-S-transferases). Genes expressed in the fat body in other insects were also represented, including putative vitellogenin (DPG001D02), putative ferritin (contig638), and putative ommochrome-binding protein (DPG027E14). Gene ontology and enzyme number annotations show that a broad range of molecular functions were represented, with a preponderance of TUGs involved in catalysis or binding (Figure 3). The distribution is consistent with other samples of midgut transcriptomes [e.g. [10,22]] and is evidence that a broad spectrum of the midgut/fat body transcriptome was sampled.

**Figure 3:**
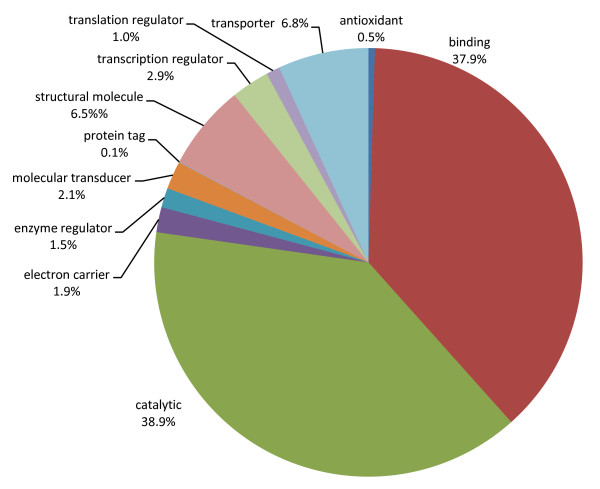
**Summary of gene annotations**. The relative proportions of genes based on molecular function GO terms at Level 2.

### Microarrays

A major goal of this study was to combine sequence and microarray expression data to help identify pheromone biosynthetic and potential resin detoxification genes. To this end, we chose 11 biological states that spanned the beetle's life history and pheromone component profile (Figure 1B) to query custom oligonucleotide microarrays representing the 4,034 TUGs. 

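Larvae and pupae were extracted as whole bodies, and the 9 adult states as isolated midguts with fat bodies, so larvae are the state prepared like pupae. The arrays were single-colour NimbleGen arrays hybridized with Cy3-labelled cDNA, 4 for each of the 11 states, each from a separate pool of 20 to 30 insects. Each array carried 72037 spots for 3734 beetle features (1134 contigs and 2600 singlets), 4 control sequences and 5260 random probes that match no target. A full feature was read by 6 probes in 3 blocks, which gives 18 values, and 3684 features had all of them. The median raw intensity of an array ran from 581 to 3862 over the 44 arrays, with unfed adults brightest. Its ratio to the array's random probes was 19.3 to 30.0 in F24u, 18.2 to 22.5 in F48u and 23.6 to 26.4 in M24u. The ratio was 5.30 to 13.4 in F24f, 7.80 to 18.2 in F24fM, 7.77 to 10.0 in F48f and 4.501 to 17.4 in M24fF. In teneral females it was 8.403 to 18.8, in teneral males 12.4 to 24.7, in larvae 4.26 to 11.4 and in pupae 3.15 to 8.46. A floor for each array was set as the 95th percentile of sets of random probes summarised like features, and 88.8% to 97.3% of the features lay above it on a given array. Signal over background and the 4 pools per state limit the precision of these values. The authors corrected the probe intensities for background, quantile-normalized them and summarised each feature by median polish, as Robust Multi-Array Average (RMA) does. Expression was recomputed from the raw intensities by the same steps, with the random probes included in the normalization. Of 21826 state means that could be read from Table S2, 97.95% lay within 0.005 on the log2 scale of the log2 of the mean recomputed linear expression of the 4 arrays. All lay that close either to that value or to the one after the methods' exclusion of outlying measures. The match to the values after exclusion alone was not counted. Differences between states were tested with limma on the 44 arrays, with 1 mean per state and Benjamini-Hochberg adjustment over the 3734 features, and adjusted p values under 0.05 count as passing. Each feature had a single spread for all states. Standard errors and p values for pupae, whose pools varied most, therefore tend to be too small. The labels describe the M24fF males as feeding for 48 h, the last 24 h of it with females, while the methods give 24 h; the states keep the paper's names here. Array numbers fall into 5 series, of which 1 holds all 4 Pupa arrays and nothing else and another all 4 F24fM arrays. For those states, series and state cannot be told apart by a fixed block, and a fit with the series as a random block is given where it changes a count.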

Four biological replicate pools were generated for each of the 11 states. Visual inspection of all 44 hybridizations showed no gross spatial variation due to fibers or bubbles. The normalized distributions of expression values for all 44 arrays were very similar, with no apparent outlying arrays. 

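Replicate pools of a state gave closely similar profiles over the 3734 features, and states differed from each other most where pupae were involved. Pearson's r between 2 arrays of the same state was 0.894 to 0.997, with a median of 0.981 over 66 pairs. Between arrays of different states it was 0.520 to 0.991, with a median of 0.917 over 880 pairs. These correlations are across features, which are not independent replicates. The median normalized expression of an array lay between 10.9 and 11.1 on the log2 scale, and the 10th percentile between 6.50 and 7.17. For 4 arrays the nearest array belonged to another state. Replicate 2 of larvae was nearest to a teneral female array, replicate 1 of teneral females to a teneral male array, replicate 2 of F48u to an F24u array and replicate 1 of F48f to an F24fM array. The last 3 of these have array numbers of 1 series, which holds 4 arrays of 4 states. Median SDs of a feature over the 4 pools were largest in pupae (0.43 log2 units) and larvae (0.36) and smallest in M24u (0.12).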

Digestion curves suggested that trends in RNA degradation between 5' and 3' ends of each probe set were very similar. Thus we concluded that the quality of the arrays and the RNA used to query them was high. 

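Signal rose along the transcripts in probe order in every array, by a similar amount in each state, and the state with the steepest rise depended on the background correction. The slope of background-corrected log2 intensity per probe position, over the 3684 features with 6 probes, was 0.173 to 0.235 per array, with a mean of 0.193 ± 0.0136 (SD, 44 arrays). In pupae, the steepest state, it was 0.224 and in larvae 0.188, a difference of 0.0355. On raw intensities the 4 pupal slopes were 0.152, 0.169, 0.147 and 0.14, against 0.133 to 0.146 in larvae and 0.158 to 0.165 in F24u, so pupae overlapped with larvae and had a lower mean than F24u. After background correction every pupal array had a steeper slope than every larval array (two-sided exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow, adjusted p = 0.114 over 8 comparisons). M24u arrays had lower slopes than F24u arrays, with a difference of -0.0145 (exact permutation p = 0.0286, adjusted p = 0.114). The other 6 comparisons of fed with unfed or of male with female arrays had adjusted exact permutation p values of 0.152 to 0.943. From the similar curves, together with the similar distributions and clean images, the paper concludes that the arrays and the RNA were of high quality.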

The array data have been deposited in NCBI [GEO: GPL9118, Sample ID numbers GSM446276 - GSM446319].

To validate the array data, nine genes including mostly P450s and mevalonate pathway genes (Table 2) were chosen for quantitative (Real-Time) RT-PCR (qRT-PCR) amplification of first strand cDNA prepared from the same biological states used for microarray hybridizations. Linear regression of 90 pairs of qRT-PCR and microarray data showed an overall correlation coefficient of 0.825 (*P *<< 0.001) (Figure 4, Additional file 1: Table S1). Thus, there was a statistically significant strong to moderate correlation of qRT-PCR data with the microarray data, confirming that microarray values reliably indicate expression information.

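For several of the 9 genes, among them CYP6CR1, GGPPS and HMGR, the arrays and qRT-PCR varied together closely over the states. By the root mean square log2 difference they parted most in F24fM (4.25 over 9 genes) and larvae (4.15 over 8). The order of these states is not settled, since a larval pair had no logarithm. By the median absolute difference larvae (2.10) and Mpe (2.01) lay furthest apart, and F24fM (1.07) was among the nearest. CYP6CR1 (Contig608), the P450 of the male-enriched cluster, gave r = 0.938 over 10 states, the putative GGPPS (Contig126) 0.928 over 8, and HMGR (MPB019E07), which makes mevalonate, 0.882 over 10. The CYP6 gene Contig1103 gave 0.918 over 10 states, while Contig1127, another CYP6 gene, gave 0.0531 over 9. Over all 9 genes, the log2 ratios to F24u in 86 pairs gave Pearson's r = 0.814 (permutation test on states, p = 2e-05) and Spearman's rho = 0.790 (permutation p = 1e-05, the smallest that 100000 permutations give). The qRT-PCR ratios are the paper's, from Table S1; 4 of the 90 pairs have a qRT-PCR ratio printed as 0.00 and were left out because it has no logarithm. Without Pupa and F48u, the states farthest from the median array ratio, r was 0.820 over 71 pairs, and within the adult states 0.836 over 72 pairs. In F24fM the arrays gave DPG001G12 (CYP4) 269 times its F24u level, MPB029F09 (CYP6) 136 times (2 of the 4 F24u arrays lay at the floor for it) and Contig160 (CYP6) 5.84 times, while the paper's qRT-PCR ratios are 0.78, 0.55 and 0.24. HMGR in the same state was 17.0 times its F24u level on the arrays, and the paper's ratio is 13.04. Across genes within a state r was 0.155 in F24fM, -0.829 in F48u and 0.461 to 0.972 in the other 8 states. The F48u array ratios of all genes but Contig64 lay between -0.25 and 0.30 (log2), so they left little variation to correlate. Contig64 was at -1.08 on the arrays and 2.12 by qRT-PCR. With F24fM left out, r over 77 pairs was 0.869. All 4 F24fM arrays belong to a series of their own, so no value within a series can be given for that state. From the correlation over all pairs, the paper concludes that the arrays report expression reliably.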

**Table 2:** Quantitative (Real-Time) RT-PCR information

Feature	Tentative I.D.	Primer pair (Forward/Reverse)	Amplicon Length (bp)	T_m _(°C)	Amplification Efficiency (%)
Contig1127	P450 (CYP6)	ACTTCCCGCTGGATACAGACAT/GGATAAGACATCGTCTGGATTGTTG	101	76	90.91
Contig1103	P450 (CYP6)	AATGACTGCTTCGGTGCTGAA/ATTCCATGTCCCTACGATTGTGT	113	79	90.80
DPG001G12	P450 (CYP4)	CCGTAATCCCACAATGTTCGA/CCAAGGCAAAGTCTAGGTCCAT	117	78	92.41
Contig64	P450 (CYP6)	GCAAGAGGAATCAACCGCTAA/CTATGCTGCCTCAGCTCGTTATT	128	79	86.46
Contig608	P450 (CYP6CR1)	GAGGAACCACATAGTTGTCATGGA/CAAAAGGGAGGCGGATGTTA	141	73	93.3
Contig160	P450 (CYP6)	AATGATTGCTTCGGCACTGAA/GGATTTGAGTAATTCCATGCTCCTA	113	76	105.64
MPB029F09	P450 (CYP6)	ACTGGTAACGGACTACGATCACTTT/TGAACGCAATACTTTCCATTCG	115	75	89.16
MPB019E07	HMGR	CCAATCACCCGTGGGAAGT/CGAAGTGGAGGTTGCTGTTCA	82	81	95.45
Contig126	GGPPS	TGAACGTGCCCAAAGAGAATT/TCGGCTAGTTTAGCTCGGATATTT	101	77	92.12

**Figure 4:**
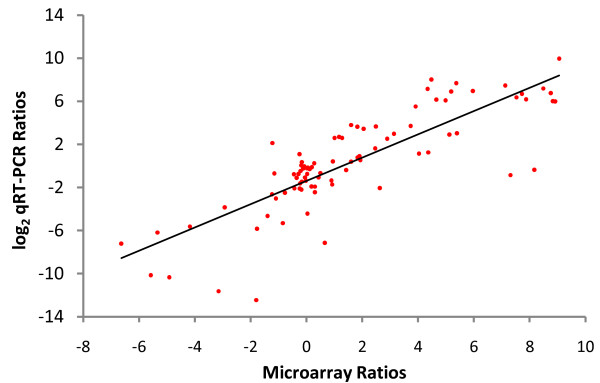
**Comparison of gene expression ratios for qRT-PCR and microarray data**. Nine genes (see Table 1) were selected for comparison. Relative expression values, normalized to *Ubiquitin*, for ten biological states were compared to those for unfed females (F24u) by qRT-PCR. The ratios of log_2_-transformed qRT-PCR data (*y*-axis) are plotted against the same ratios obtained from the microarray (*x*-axis). Linear regression showed a correlation coefficient of 0.825. More details are available in Additional file 1: Table S1.

### Clustering

Genes active in the terminal steps of ipsdienol biosynthesis in *I. pini *share three common expression characteristics: they are induced in pheromone-biosynthetic tissues by juvenile hormone, their basal expression levels are higher in males than in females, and they are coordinately regulated with mevalonate pathway genes that function earlier in the pathway [11,12]. Combining these data allowed the identification of previously unknown pheromone-biosynthetic genes, including the dual-function geranyldiphosphate synthase/myrcene synthase [15,16], myrcene hydroxylase [14], and a novel oxidoreductase (Figueroa Teran *et al*., unpublished data). Therefore, we clustered the current microarray data to assist in the identification of *D. ponderosae *pheromone-biosynthetic genes.

Hierarchical clustering yielded 299 clusters of between 2 and 162 TUGs (2,485 features, total) with at least 0.85 average pairwise correlation amongst cluster member expression profiles across the 11 biological states (Additional file 2: Table S2). 

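The largest clusters were set by pupae, at one end of the scale or the other. The 154 features of the largest cluster and the 124 of another were lowest in Pupa, and their median ranges over the 11 states were 4.65 and 5.04 on the log2 scale. The other 4 of the 6 largest, with 150, 127, 115 and 83 features, were highest in Pupa, with smaller median ranges of 1.54 to 2.11. In 18 clusters with 378 features every member was at least 2-fold lower in Pupa than in the mean of the other 10 states, and in 12 clusters with 50 features every member was at least 2-fold higher. Clusters in which every member passed the test in all 4 comparisons of fed with unfed adults were smaller, 8 clusters of 31 features higher with feeding and 6 clusters of 20 features lower. The tree at a height of 0.15 (average linkage on 1 minus Pearson's r over the 11 state means) held 342 clusters of 2 to 154 features, 3091 features in all of 3237 that entered. With complete linkage there were 601 clusters of 2 to 44 features, and without replicate 2 of every state 281.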

Visual inspection suggested that many clusters contained features with relatively stable expression across all treatment groups. 

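Most features changed little among adults, and pupae made up much of the range. Over the 9 adult states 1981 of 3734 features (53.1%) varied less than 2-fold between their highest and lowest state mean, with a median range of 0.96 on the log2 scale. Over all 11 states 574 features (15.4%) stayed within 2-fold, 1552 (41.6%) spanned 2-fold to under 4-fold and 1608 (43.1%) 4-fold or more, with a median range of 1.80. Pupa was the highest or the lowest state for 2787 features (74.6%). Of the 342 clusters 37, with 139 features, had a median range under 2-fold. Features of the DpoD12 genes varied less than 2-fold among adults, and vitellogenin (DPG001D02), the yolk protein precursor, was at the other end, with state means from 5.96 in teneral males to 15.5 in F48f.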

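Pupae held more transcript of ribosomal proteins and of most features of respiration annotation than larvae. They held less of most features of cell wall and carbohydrate annotation, of the P450 list and of peptidases. Larvae and pupae were both prepared as whole bodies, so this comparison is given first. Of 80 ribosomal protein features 77 were higher in pupae than in larvae and none lower (77 adjusted over the list alone), with a median log2 change of 1.50. The respiration list held 32 features annotated with NADH dehydrogenase, cytochrome c oxidase, ATP synthesis or, more generally, electron transport, so not all are mitochondrial enzymes by annotation. Of these 27 were higher and 3 lower, and 7 of 8 translation factors were higher (the same counts adjusted over the list alone). Of 64 features of plant cell wall and carbohydrate digestion, such as polygalacturonases and pectin esterases, 54 were lower and none higher (54 adjusted over the list alone), with a median log2 change of -2.71. This list also holds features annotated only as cell wall, structural constituent of cell wall or carbohydrate metabolic process, so not all are digestive enzymes by annotation. Contig841, a beta-endoglucanase that cuts cellulose, changed by -4.29 (standard error 0.32, adjusted p = 1.41e-14). P450s are a family that includes enzymes oxidizing plant toxins. The list of 26 P450 features held those annotated with monooxygenase activity and those the paper names as P450. Of these 18 were lower and 3 higher (the same adjusted over the list alone), and all 6 carboxylesterases were lower. Peptidases went both ways, with 35 of 57 lower and 18 higher, among them the aminopeptidase MPB016D08 at -7.46 (standard error 0.31) and DPG004B07, a carboxypeptidase, at -6.77 (standard error 0.41). Of 8 acid phosphatases 5 were lower and 1 higher, and of 2 glutathione transferases 1 went each way. DPG026P16, a cation transport feature, increased by 5.81 (standard error 0.25, adjusted p = 3.99e-21), a size set in part by the floor, at which 3 of the 4 Larv arrays lay. DPG020K24, a cytochrome c oxidase feature, rose by 4.00 (standard error 0.85), and DPG001N24, a transporter, fell by 7.86 (standard error 0.37); for DPG001N24 and DPG004B07 3 of the 4 Pupa arrays lay at the floor, so these falls are not exact. The 9 midgut features were all lower, and of 4 fat body features 2 were lower; of 11 muscle features 5 were higher and 3 lower, and of 7 features of nerve 3 were higher and 4 lower. In all, 1998 features were higher in pupae than in larvae and 961 lower, of which 1301 and 774 changed at least 2-fold. Against the mean of the other 10 states, which mixes whole bodies with dissected tissue, 2120 were higher and 1086 lower, and the corresponding counts were 80 of 80 for ribosomal proteins and 57 of 64 lower for the digestion list. The directions of the ribosome, respiration, digestion, P450 and peptidase lists were the same with median centring, where 1911 features were higher and 921 lower against larvae. The lists come from annotations in Table S2, which holds only features the study retained and clustered on these arrays, so their directions are not independent evidence. Of the 4 control sequences, which match no beetle transcript, 2 were higher in pupae than in larvae as well, pBluescript by 1.48 on the log2 scale (adjusted p = 0.0193) and pDONR222 by 0.71 (adjusted p = 0.0194), while Hevea (-0.02, adjusted p = 0.915) and Pinus rubisco (0.04, adjusted p = 0.733) did not pass; probe position slopes were steeper in pupae after background correction. All Pupa arrays form a series of their own; with the series as a random block 1750 features were higher and 856 lower against larvae.

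**Figure D2:**
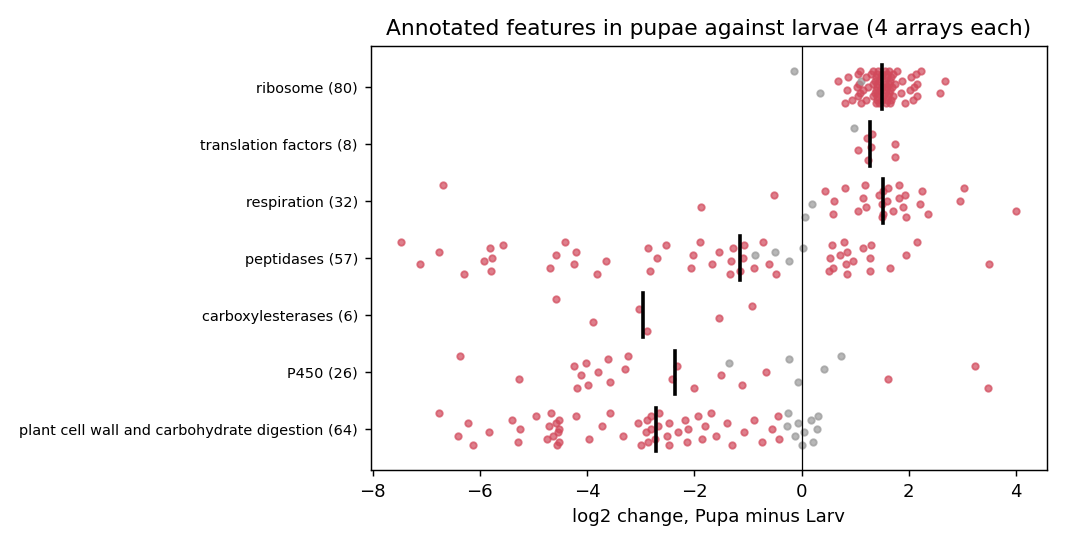
Log2 change in pupae minus larvae of the features of 7 annotated lists, with the number of features in brackets. Each point is a feature, red where it passed limma's test and grey where not, and black bars are list medians. Ribosome and respiration features lie mostly to the right of 0, and most plant cell wall and carbohydrate features lie well to the left.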

Several clusters involved genes that were either up- or down-regulated in pupae (e.g. Figure 5) compared to other stages, consistent with the dramatic change in gene regulation, dietary intake, and metamorphosis occurring in developing pupae. Several clusters of genes that were either up- or down-regulated by feeding (e.g. Figure 5, Additional file 3: Table S3) were also apparent, as can be expected for midgut and fat body tissues that must respond to dietary status.

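Fed adults held far more transcript of vitellogenin, of several P450s and of a polygalacturonase than unfed adults, and less of some other monooxygenases. In F24fM, F48f and M24fF the fed beetles were also kept with the other sex, so these comparisons do not isolate feeding. F24f against F24u has no such difference. By its labels M24fF fed for 48 h, against 24 h without food in M24u. Vitellogenin (DPG001D02), the yolk protein precursor made in the fat body, was higher by 8.90 (standard error 0.91, adjusted p = 2.38e-09) on the log2 scale in F24f than in F24u, and by 4.80 (standard error 0.91) in fed males. The polygalacturonase Contig894, which degrades pectin, was higher by 8.05 (standard error 0.62) in F24f and 9.03 (standard error 0.62) in F48f, and by 2.27 (standard error 0.62, adjusted p = 0.00426) in fed males. DPG001G12, a CYP4 P450, was higher in all 4 comparisons, by 5.93 (standard error 0.61) in F24f and 9.21 (standard error 0.61, adjusted p = 2.15e-14) in fed males. The CYP6 P450 MPB029F09 was higher by 7.58 (standard error 0.45) in F48f, and in M24fF it was at least 182-fold higher, a bound taken against the floor of the M24u arrays, at which all 4 lay. Of the 26 P450 features 5 were higher and 8 lower in F24f, 8 and 4 in M24fF, 7 and 5 in F24fM, and 10 and 5 in F48f. Adjusted over the list alone these were 6 and 11, 8 and 5, 7 and 5, and 10 and 5; with median centring F24f had 6 higher and 6 lower, and with the array series as a random block F24fM had 4 and 3. The monooxygenases DPG002G18 and DPG018C09 fell in F48f, by 3.81 (standard error 0.39) and 4.69 (standard error 0.58), with 3 and 1 of the 4 F48f arrays at the floor. Peptidases, which digest protein, were higher in 26 of 57 features and lower in 5 in F24f, 22 and 5 in M24fF, 23 and 9 in F24fM and 33 and 8 in F48f (26 and 5, 25 and 6, 24 and 9, 33 and 9 adjusted over the list alone); with the array series as a random block F24fM had 12 higher and 1 lower. Cysteine peptidase DPG026O01 was higher by 5.47 (standard error 0.21, adjusted p = 2.65e-21) in F24f. Of the 6 carboxylesterases 3, 4, 3 and 5 were higher (4, 5, 3 and 5 adjusted over the list alone) and at most 1 lower (1 higher in F24fM with the array series as a random block), and the esterase Contig948 was higher by 1.99 (standard error 0.20) in F24f. The 64 plant cell wall and carbohydrate digestion features went both ways, 11 higher and 4 lower in F24f, 16 and 15 in M24fF, 19 and 7 in F24fM and 20 and 14 in F48f (11 and 4, 18 and 16, 19 and 8, 20 and 15 adjusted over the list alone); with median centring they were 24 and 4, 26 and 5, 25 and 4, and 30 and 4, and with the array series as a random block F24fM had 11 and 2. Translation factors had 5 of 8 lower in each comparison (5, 6, 5 and 5 adjusted over the list alone), but none passed with median centring, and in F24f 2 were lower without F24u replicate 3. Ribosomal proteins had 45 of 80 lower in F24fM and 23 in F48f (49 and 18 adjusted over the list alone), whereas with median centring 3 were higher and 2 lower in F24fM, and 16 higher and 3 lower in F48f. Without F24fM replicate 1 the F24fM count was 24 lower, and without F48u replicate 3 that of F48f was 11; with the array series as a random block 4 were lower in F24fM. In F24f 2 of them were higher and 1 lower, and 19 and 2 with median centring; in M24fF 5 and 8, and 9 and 4. In all, 532 features were higher and 599 lower in F24f than F24u, 656 and 718 in M24fF than M24u, 414 and 747 in F24fM than F24u, and 561 and 778 in F48f than F48u. With median centring, which moved the median log2 change of all features to between 0.0811 and 0.159, the counts were 910 and 630, 883 and 607, 722 and 694, and 1060 and 702. In each comparison every fed array had less signal over its random probes than every unfed array. Feeding and array signal therefore cannot be told apart in these counts or in changes of the control sequences.

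**Figure D3:**
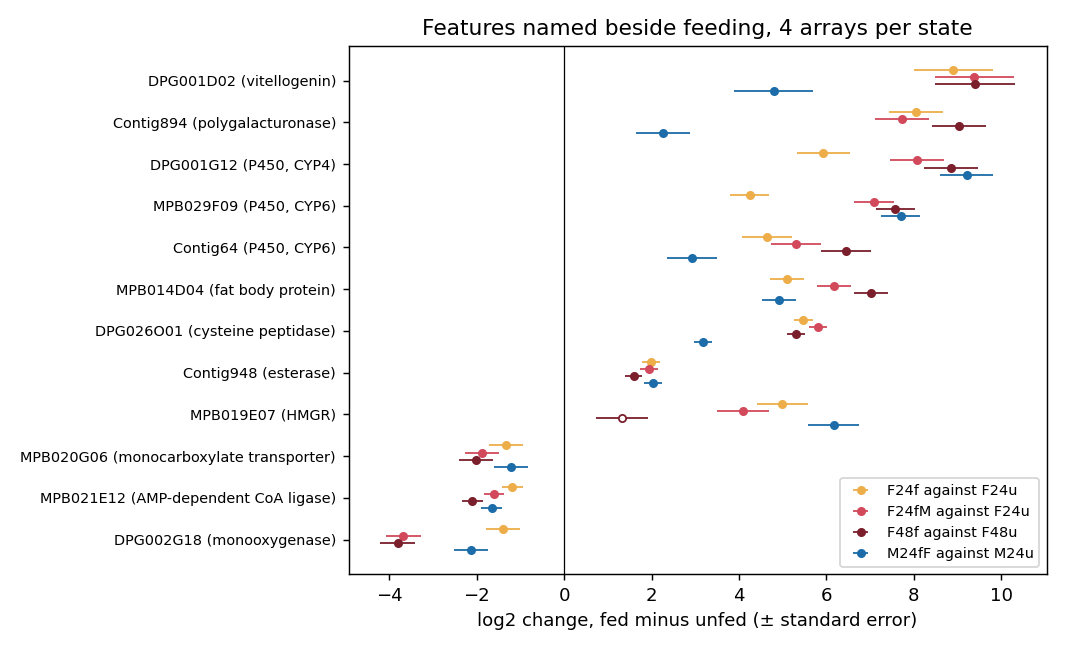
Log2 change with feeding of 12 features in 3 comparisons of females and 1 of males, each fed state minus its unfed state (4 arrays per state). Bars are standard errors, and filled points passed limma's test. Vitellogenin, polygalacturonase and the P450 genes lie furthest to the right, and the transporter, the CoA ligase and DPG002G18 lie to the left of 0.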

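The comparisons shared many features, 217 higher and 335 lower in all 4. Among the shared ones were the fat body protein MPB014D04, higher by 5.10 (standard error 0.39) in F24f and 7.03 (standard error 0.39) in F48f, and the carbohydrate metabolism feature MPB014C09, higher by 6.03 (standard error 0.48) in M24fF. DPG003C05, a ribosomal protein feature, was lower in each, with a change of -4.05 (standard error 0.46) in M24fF (2 of 4 arrays at the floor), and so was MPB020E05, a Golgi feature, with -2.83 (standard error 0.27) in F48f. F24f and F24fM were both compared with the same F24u arrays, and 269 features were higher and 420 lower in both. Independent lists of those sizes would share 59 and 120. Unchanged simulated groups with a shared control shared none, but at most 1 feature was called in any of their lists. They therefore do not show how much a shared control adds to lists of these sizes. With the F24u arrays split so that each comparison had controls of its own, 162 to 179 were higher and 227 to 244 lower in both. The F24fM count rests on arrays of a separate series: with the series as a random block 155 features were higher and 187 lower in F24fM than F24u. The pBluescript control sequence was also higher in 3 of the 4 fed states, by 2.21 on the log2 scale in M24fF (adjusted p = 0.00277), 1.53 in F24f (adjusted p = 0.0412), 1.49 in F48f (adjusted p = 0.0406) and its change in F24fM was 0.82 (adjusted p = 0.294). The Hevea control was higher by 0.39 in M24fF (adjusted p = 0.018) and the Pinus rubisco control by 0.28 in F48f (adjusted p = 0.0304). Both lay below the floor on every array of the states compared, so these are shifts of values below the floor. The paper regards clusters that follow feeding as natural for tissues that have to respond to diet.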

**Figure 5:**
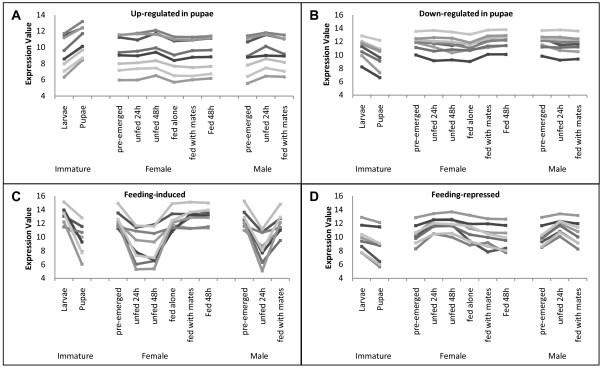
**Representative samples of gene clusters based on microarray data**. Several clusters included genes that are up-regulated (A) or down-regulated (B) in pupae, or induced (C) or repressed (D) by feeding. Lines connect expression levels for each gene but are not meant to imply a linear change between biological states. Expression values are processed, normalized, and log_2_-transformed microarray data for whole juvenile stages or midguts and fat bodies of adults. See Additional file 3: Table S3 for gene names.

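The genes drawn as changed in pupae or induced by feeding mostly passed the test on these arrays in the direction of their panel, as did 5 to 7 of the 8 drawn as repressed. All 8 features listed as up-regulated in pupae were higher in Pupa than in the mean of the other 10 states, with a median log2 change of 1.61, and all 8 were higher than in larvae. All 8 listed as down-regulated were lower than in the other 10 states (median -1.91), and 7 were lower than in larvae (8 adjusted over the list alone). Of the 8 listed as induced by feeding 8 were higher in F24f, 8 in M24fF, 7 in F24fM (8 adjusted over the list alone) and 8 in F48f. Of the 8 listed as repressed 6, 5, 6 and 7 were lower in the same comparisons (6, 5, 6 and 8 adjusted over the list alone). Among these were the monocarboxylate transporter MPB020G06, which moves lactate and similar acids across membranes, at -1.87 (standard error 0.39) in F24fM, and the CoA ligase MPB021E12, which activates acids for further metabolism, at -2.10 (standard error 0.24) in F48f. Hexokinase (DPG015E11), the first enzyme of glycolysis, was lower, at -1.83 (standard error 0.43, adjusted p = 0.00135), in F24fM, where it did not pass with the array series as a random block (adjusted p = 0.158). The study chose these features by their clusters on the same arrays, so the counts are not independent evidence of direction.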

### Putative pheromone-biosynthetic genes

*exo*-Brevicomin is thought to arise from a fatty-acyl precursor [7,8], implying that fatty acid-biosynthetic (and possible-catabolic) mRNAs should be elevated in unfed males. Fatty acid-metabolizing genes (e.g. acetyl-CoA carboxylase, acyl-carrier protein (ACP), ACP transferase, β-ketoacyl ACP reductase, desaturases, acetyl-CoA synthetase, enoyl hydratase, etc.) did not appear to be coordinately regulated or have uniformly higher basal expression levels in males compared to females (not shown). Similarly, mevalonate pathway genes (e.g. 3-hydroxy-3-methylglutaryl CoA (HMG) synthase (HMGS), HMGR, mevalonate kinase, diphosphomevalonate decarboxylase, isopentenyl diphosphate (IPP) isomerase, etc.) necessary for *de novo *frontalin production [9] were not clearly coordinately regulated (Figure 6B). 

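Fatty acid metabolism features did not move as a group between the sexes, and few passed the test in any comparison of males with females. Of 14 features (acyl-CoA dehydrogenases and binding proteins, fatty acid metabolic process and stearoyl-CoA desaturase) none was higher and 1 was lower in M24u than in F24u. In teneral males 4 were lower and none higher than in teneral females (6 lower and 1 higher adjusted over the list alone, which left the other 2 counts as they are), and in M24fF 3 were higher and none lower than in F24fM. With limma and an unadjusted p under 0.05 the counts were 0 higher and 3 lower, 1 and 6, and 3 and 2. With single arrays left out these counts fell: the 1 in M24u was 0 without any of 6 of the 8 arrays, the 4 in Mpe were 2 without Mpe replicate 1, 2 or 3, and the 3 in M24fF were 1 without M24fF replicate 1 or F24fM replicate 3. With the array series as a random block none of the 14 passed in M24fF against F24fM, and in F24fM against F24u 4 were lower and 1 higher. Across the 11 states the 91 pairs of features had a median r of 0.18, between -0.87 and 0.95, and 6 pairs reached 0.85. Of 10000 random sets of 14 features 21.2% had a median r as high. With feeding 5 of 14 were lower in F24f, 5 in M24fF, 9 in F24fM and 10 in F48f, and 1, 2, 1 and 3 higher (6, 6, 10 and 10 lower adjusted over the list alone). In pupae against larvae 8 were higher and 5 lower, with stearoyl-CoA desaturase DPG003A04, which makes monounsaturated fatty acids, higher by 3.08 (standard error 0.35). The list is drawn from the part of Table S2 read here and holds no feature annotated as acetyl-CoA carboxylase or acyl carrier protein.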

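Mevalonate and isoprenoid features were higher in males than in females wherever they passed the test, with the HMGR features moving most. HMGR, which makes mevalonate and is the main control point of the pathway, was read by Contig1035 and MPB019E07. In teneral males Contig1035 was higher by 4.01 (standard error 0.52, adjusted p = 2.23e-06) and MPB019E07 by 3.98 (standard error 0.59); in unfed males the values were 2.81 (standard error 0.52) and 2.94 (standard error 0.59). In fed, paired males against fed, paired females they were 3.44 (standard error 0.52) and 5.02 (standard error 0.59, adjusted p = 8.81e-08). Steps after mevalonate moved less: the diphosphomevalonate decarboxylase feature Contig576 was at 0.68 (standard error 0.20) and the isopentenyl diphosphate isomerase Contig240, which interconverts the C5 building blocks of isoprenoids, at 0.72 (standard error 0.13) in the last comparison, and neither of these 2 passed with the array series as a random block (adjusted p = 0.533 and 0.121). Of the 7 features 3 were higher in M24u than F24u, 4 in Mpe than Fpe and 6 in M24fF than F24fM, and none was lower (5, 4 and 6 higher adjusted over the list alone). With the array series as a random block the last count was 4, and with median centring the first was 2. The HMGR feature MPB019E07 also rose with feeding: it was higher by 4.99 (standard error 0.59) in F24f, 4.09 (standard error 0.59) in F24fM and 6.17 (standard error 0.59) in M24fF, and its change in F48f was 1.33 (standard error 0.59), adjusted p = 0.075. The list went both ways with feeding. Of the 7 features 4 were higher and 1 lower in F24f, 3 and 2 in M24fF, 2 and 1 in F24fM, and 1 and 3 in F48f. Adjusted over the list alone these were 4 and 2, 3 and 2, 2 and 1, and 2 and 3. The 21 pairs of the 7 features had a median r of 0.654 over the 11 states, from -0.0790 to 0.983, and 3 pairs reached 0.85; over the adult states 5 did. Of random sets of 7 features 1.08% had a median r as high. Random sets are not built to hold 2 features of the same enzyme, as this list does for HMGR and the decarboxylase. The share is therefore not one of coordination between enzymes alone. The list is of the part of Table S2 read here: it holds no feature annotated as HMG-CoA synthase, mevalonate kinase or farnesyl diphosphate synthase, and both HMGR and the decarboxylase are in it with 2 features each, so these values do not cover the whole pathway. The paper proposes that low pheromone amounts, loose coordination of the pathway or mixing of midgut and fat body could account for the lack of clear coordination.

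**Figure D4:**
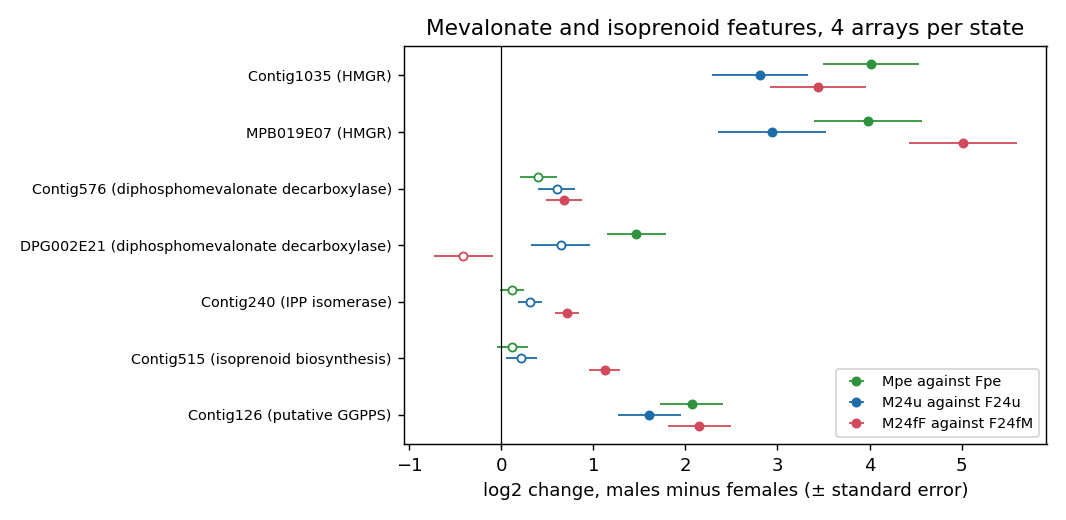
Log2 change in males minus females for the 7 mevalonate and isoprenoid features in teneral, unfed and fed beetles (4 arrays per state). Bars are standard errors, and filled points passed limma's test. Both HMGR features and Contig126 lie to the right of 0 in all 3 comparisons, and the decarboxylase and isomerase features lie nearer to 0.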

There are various potential explanations for the apparent lack of coordinate gene regulation. The amount of frontalin recovered from volatile extracts of *D. ponderosae *(~90 ng/male) is much lower than that of ipsdienol from *I. pini *(~600 ng/male), so if the change of gene expression correlates with the amount of pheromone component, the induction may be too small to detect on microarrays.

**Figure 6:**
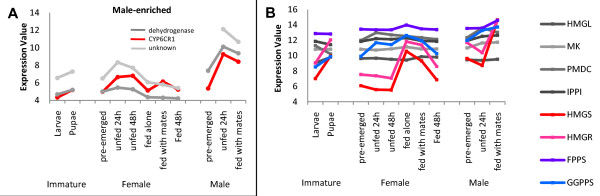
**Representative microarray clusters of genes with elevated expression in females or males**. Genes with these expression profiles may be involved in pheromone production. A "male-enriched" cluster (A) includes CYP6CR1 (red curve) and has an expression pattern consistent with *exo*-brevicomin production. (B) Mevalonate gene expression. The putative GGPPS representative (contig126, blue curve) has an expression profile similar to those for HMGS and HMGR. Expression values are processed, normalized, and log_2_-transformed microarray data for whole juvenile stages or midguts and fat bodies of adults. FPPS, farnesyl diphosphate synthase; GGPPS, geranylgeranyl diphosphate synthase; HMGL, HMG-CoA lyase; HMGS, HMG-CoA-synthase; HMG-R, HMG-CoA-reductase; IPPI, isopentenyl diphosphate isomerase; MK, mevalonate kinase; PMDC, phosphomevalonate decarboxylase.

Alternatively, the pheromone-biosynthetic pathway may be loosely coordinated. In *I. pini*, early pheromone-biosynthetic pathway genes have relatively lower basal expression levels and are much more strongly induced by JH III than genes functioning near the terminal steps, which have higher basal expression levels but are not as strongly induced [11]. Thus, genes for mevalonate or lipid-metabolizing pathways may not necessarily be closely coordinated. Furthermore, the microarrays were queried with RNA combined from midguts and fat bodies, so expression changes in one tissue may be masked by those of the other. In fact, mevalonate gene expression patterns appeared quite different in midguts and fat bodies (Figure 7 and not shown). HMGR and HMGS mRNA levels rise in female *Blattella germanica *fat bodies upon egg production [23], and a similar increase in mated female *D. ponderosae *may mask stable expression levels in midguts. Any combination of these scenarios is also possible. It is also possible that some pheromone-biosynthetic genes may have been missed due to the relatively small EST sample size.

**Figure 7:**
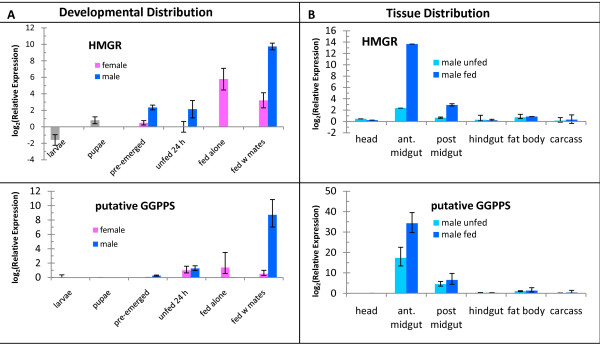
**qRT-PCR analysis of HMGR and putative GGPPS**. Normalized mRNA levels are shown relative to levels in unfed females with respect development (A) and relative to levels in heads of unfed insects for tissue distribution in males (B). Note that basal expression levels of putative GGPPS are much higher than those for HMGR.

The considerations noted above support the assertion by Keeling *et al. *[11] that microarray data alone are not reliable indicators of a gene's potential role. While the relatively small EST sample size confers a risk that some pheromone-biosynthetic genes were missed, the available data were still useful for preliminary identification of pheromone-biosynthetic genes, particularly those involved in later steps. For example, *exo*-brevicomin biosynthesis requires the fatty acyl-derived precursor, (*Z*)-6-nonen-2-one, to be epoxidized to 6,7-epoxynonan-2-one, a reaction that is likely catalyzed by a cytochrome P450 [8]. One cluster of three genes with a "male-enriched" expression profile contains a cytochrome P450 (CYP6CR1), a putative dehydrogenase, and an unknown protein (Figure 6A). 

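Contig608, the feature that Table 2 names CYP6CR1, was far more abundant in unfed and fed adult males than in any other state, and its signal was at the floor in fed females. It averaged 10.1 ± 0.39 in M24u and 9.34 ± 0.34 in M24fF on the log2 scale (SD, n = 4), against 5.41 ± 0.39 in F24u. The log2 change was 4.67 (standard error 0.31, adjusted p = 6.82e-14) in M24u against F24u and 2.24 (standard error 0.31) in teneral males (2 of the 4 Fpe arrays lay at the floor). In M24fF it was at least 25.9-fold above F24fM, where all 4 arrays lay at the floor. DPG022F04, a feature with the annotation catalytic activity, followed it closely: it was higher in males by 3.89 (standard error 0.54), 2.89 (standard error 0.54) and 4.87 (standard error 0.54) in unfed, teneral and fed beetles. The teneral value did not pass when only the Mpe and Fpe arrays were fitted (adjusted p = 0.0741). Its r with Contig608 over the 11 state means was 0.971. DPG007M02, the feature placed with them in Table S2, had r = 0.777 with Contig608 and 0.770 with DPG022F04 and fell outside their cluster, which held 4 features at a height of 0.15. The paper describes this cluster as male-enriched. In all, 31 features were higher in males in all 3 comparisons of the sexes and 19 were lower. Among the 31 were Contig939 and DPG007E20, both annotated with alcohol metabolic process, at 2.99 (standard error 0.35) and 2.81 (standard error 0.33) in unfed beetles, and MPB027D11, a nucleosome feature, at least 28.9-fold higher in teneral males, since all 4 Fpe arrays lay at the floor. The 3 comparisons gave 99 features higher and 91 lower in M24u than F24u, 90 and 120 in Mpe than Fpe, and 428 and 341 in M24fF than F24fM. F24fM arrays form a series of their own, and with the series as a random block 50 were higher and 26 lower in M24fF, and 19 features were higher in all 3 comparisons and 12 lower. With the same block 197 were higher and 271 lower in Mpe, and with the series as a fixed block the 2 directions together gave 470 in M24u and 911 in Mpe; with only the F24u and M24u arrays fitted there were 469. The Hevea control was higher in M24fF than F24fM as well, by 0.55 (adjusted p = 0.00308), with every array of both states below the floor. Without replicate 2 of every state 15 were higher in all 3, without replicate 4 there were 19, and without M24fF replicate 2 the M24fF against F24fM count was 484. Without Fpe replicate 1, 194 were higher and 244 lower in Mpe, and without Mpe replicate 1 the 2 directions together gave 116.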

Further qRT-PCR analyses indicate that the P450 gene has expression characteristics consistent with *exo*-brevicomin biosynthesis, suggesting that it may carry out the epoxidation step, while the dehydrogenase has characteristics implying a role in fatty-acyl-CoA metabolism upstream of epoxidation (G. Song *et al*., unpublished data). Similarly, frontalin biosynthesis requires carbon to be shunted from the mevalonate pathway either by GPPS (a short-chain isoprenyl diphosphate transferase) [15], or by a dioxygenase active on GPP or longer-chain isoprenoids, or by another, as yet unknown pathway. 

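Contig126, the putative GGPPS, which would join isoprenoid units into longer chains, was highest in males; of the 4 feeding comparisons 1 passed as higher and 1 as lower, both in females. It averaged 13.7 ± 0.22 in M24fF and 13.3 ± 0.10 in M24u on the log2 scale (SD, n = 4), against 11.7 ± 0.17 in F24u and 8.52 ± 0.15 in larvae. Its log2 change was 0.93 (standard error 0.34, adjusted p = 0.0355) in F24f, 0.44 in M24fF (adjusted p = 0.326), -0.11 in F24fM (adjusted p = 0.854) and -1.15 (standard error 0.34, adjusted p = 0.00791) in F48f. The F24f value did not pass when any of 6 of the 8 arrays compared was left out, with adjusted p values of 0.0513 to 0.11. Against females it was higher by 1.61 (standard error 0.34) in M24u (adjusted p = 0.0505 with median centring), 2.07 (standard error 0.34) in Mpe and 2.15 (standard error 0.34) in M24fF. Over the 11 state means its r with the HMGR feature MPB019E07 was 0.547 (permutation p = 0.0801, adjusted p = 0.0961 over 6 relations) and Spearman's rho was 0.536 (p = 0.0936). Without larvae and M24fF, the states farthest from the median, r was 0.323. With Contig1035, the other HMGR feature, r was 0.458 (permutation p = 0.156, adjusted p = 0.156) and rho 0.436. Over the 9 adult states both relations were stronger, 0.732 and 0.734 (permutation test, adjusted p = 0.0320 for both), and without M24fF and Fpe they were 0.465 and 0.458. The isomerase feature Contig240 followed Contig126 more closely, with r = 0.847 (permutation p = 0.00123, adjusted p = 0.00369) and rho = 0.918, and r = 0.883 without larvae and M24fF. The diphosphomevalonate decarboxylase feature Contig576 gave r = 0.795 (permutation p = 0.00266, adjusted p = 0.00532) and rho = 0.845.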

One gene, represented by contig126, has a best blastx hit to geranylgeranyl diphosphate synthase (GGPPS, a long chain isoprenyl diphosphate transferase) and an expression profile congruent with HMGR and HMGS (Figure 6B, Figure 7) and with frontalin production: it is induced by feeding, with most of the mRNA localizing to the midgut (Figure 7), where frontalin is produced [9]. While the expression profile is consistent with one expected of a putative GPPS, the activity of this enzyme must be determined. The lack of sequence similarity between this gene and *I. pini *GPPS may perhaps reflect both broad evolutionary divergence and potentially different enzyme activities. *I. pini *GPPS also functions as myrcene synthase [16], an activity that one would not expect in *D. ponderosae *because myrcene is not a predicted intermediate in frontalin biosynthesis. Both CYP6CR1 (putative epoxidase) and contig126 (putative GGPPS) are current subjects of post-genomic experiments to confirm their functions.

## Conclusion

We have generated EST and microarray tools for *D. ponderosae*. The ESTs and microarray data will be useful for researchers working to develop control strategies for this important pest insect. The microarray data suggest genes encoding enzymes in early steps of metabolic pathways implicated in pheromone component biosynthesis are not clearly coordinately regulated. However, candidate enzymes catalyzing late steps of *exo*-brevicomin and frontalin biosynthesis were identified, and are subjects of ongoing post-genomic research.

## Methods

### Insects and treatments

*Dendroctonus ponderosae *were obtained from infested lodgepole pine (*Pinus contorta*) in Little Valley, NV (39°15'00" N, 119°52'30"W). Infested trees were cut into 1-1.5 m long bolts and placed in rearing boxes as per [24]. Adults that emerged from the bolts were sexed and stored at 4°C on moist paper towels for up to two weeks. Larvae, pupae, and teneral adults were removed from beneath the bark and used immediately. For juvenile hormone (JH) treatment, 10 μg (±)JH III (Sigma) in 0.5 μl acetone was applied to the ventral abdomens of females or males (30 insects/group), followed by incubation in the dark at room temperature in 60 ml plastic containers for 8 or 16 hours. Control insects were treated with 0.5 μl acetone and incubated similarly. For fed samples, females or males were placed in ~4 mm holes drilled through the outer bark of *P. contorta *bolts and held there with wire mesh for the desired feeding period, after which the beetles were removed from under the bark. Unfed females or males were incubated in plastic cups in the dark for the same amount of time.

Beetles were chilled on ice and then dissected in distilled H_2_O to remove the midguts and associated fat bodies: in our hands it was virtually impossible to isolate midguts without some fat body remaining attached. The midgut/fat body tissues were pooled according to treatment group and stored at -84°C until use.

### cDNA library construction

Two cDNA libraries were prepared in pDONR222 (Invitrogen). The first, "MPB," was prepared using RNA isolated from midguts and fat bodies of eight treatment groups: females or males that had been unfed for 24 h, fed (each sex alone) for 24 h, or treated with JH III and incubated for 8 or 16 h. There were five sets of each treatment group, with 30 beetles/set. The second library, "DPG," was prepared from RNA isolated from midguts and fat bodies of six treatment groups: unfed females or males, females that had been fed alone for 6 or 24 h, females that had been fed alone for 24 h and then with males for 24 h ("fed with mates"), and males that were fed 24 h in the presence of females that had been feeding for 24 h. There were four replicates of 20 beetles/replicate for each condition. For both libraries, total RNA was isolated from each sample using RNeasy Plant Mini Kit (Qiagen). Poly(A)+RNA was isolated by twice passing the pooled total RNA over oligo-dT latex beads (Nucleotrap, Clontech) according to the manufacturer's protocol. cDNAs were prepared and directionally cloned into pDONR222 using the CloneMiner cDNA library construction kit (Invitrogen) and stored at -84°C until use. Insert sizes were determined by PCR amplification with vector primers across the inserts of 20 random clones for each library. Primary titres were determined by growth assays of serially-diluted library stocks.

### Sequencing and bioinformatics

A fraction of the MPB library was plated on LB agar containing 50 μg/ml kanamycin and 2,880 colonies were manually picked into 100 μl of TB-kanamycin broth in wells of 30 96-well plates and provided to the Nevada Genomics Center for incubation, plasmid preparation, and single-pass sequencing from the 5' ends using the M13 (Forward) vector primer. Sequencing reactions were performed using an ABI Prism 3730 DNA analyzer. For the DPG library, Agencourt Biosciences was contracted to prepare templates and Sanger sequence single-pass 5' reads of 10,000 individual colonies. The Sanger method was chosen for sequencing because it was the most effective technology available; pyrosequencing technology was not developed enough for our purposes at the time this study was done. The sequences from both libraries were trimmed of low confidence signals using the sequencers' software. The trimmed sequences were combined and further cleansed to remove vector sequences and short reads (<100 nt) using the EGAssembler website [20]. The cleansed ESTs were clustered using CAP3 [25] set with the following parameters: o = 40, p = 95, s = 401, e = 12. Contigs and singlets were annotated by BLASTX alignments to GenBank nr using Blast2GO freeware [26]. Multiple sequence alignments were done with the ClustalW2 [27] server at EBI using default settings.

### Microarrays

Roche NimbleGen was contracted to fabricate and hybridize 4-plex microarrays based on 4,034 *D. ponderosae *sequences from EST assembly and four negative control sequences: pDONR222, pBluescript, *Hevea brasiliensis *2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase [GenBank: AB294705], and *Pinus halepensis *partial mRNA for rubisco large subunit [GenBank: AJ271897]. Each feature was represented by six 60-mer probes distributed through the sequence, replicated in three non-contiguous blocks for each array.

The arrays were queried with cDNA prepared from 20-30 pooled insects representing 11 different biological states (Figure 1B): larvae (Larv), pupae (Pupa), teneral ("pre-emerged") females (Fpe) or males (Mpe), females that were unfed for 24 h (F24u) or 48 h (F48u), females that fed on *P. contorta *phloem for 24 h (F24f), females fed for 24 h alone and then with males for an additional 24 h (F48f), females that were fed with males for 24 h without "pre-feeding" alone (F24fM), males that were unfed for 24 h (M24u), and males that were allowed to feed for 24 h in the presence of females (M24fF). Total RNA was prepared from whole bodies of immature stages or from isolated midguts and fat bodies of adults as described above, treated with DNase, and precipitated at -84°C until use. The quality of RNA was confirmed with an Agilent 2100 Bioanalyzer and quantity was determined with a NanoDrop spectrometer (Thermo Scientific). Cy3-labeled cDNA was prepared from the RNA and hybridized to the arrays by Roche NimbleGen. Four biological replicates were prepared for each biological state, for a total of 44 hybridizations.

### Microarray data processing and analysis

All NimbleGen custom oligonucleotide array images were examined visually for gross spatial variation due to fibers or bubbles. All array data were processed and normalized first by Robust Multi-Array Average (RMA) [28] using the R package affy [29]. Specifically, expression values were computed by applying the RMA model of probe-specific correction of perfect match probes. The processed probe values were then normalized via quantile normalization, and a median polish was applied to compute one expression measure from all probe values. A visual inspection showed that the normalized distributions of expression values of all 44 arrays were very similar, with no apparent outlying arrays. Curves representing the trends in RNA degradation between the 5' end and the 3' end in each probeset were generated and inspected and all proved very similar.

To ensure strict reproducibility standards, the quadruplicated expression measurements for each biological state were inspected individually. Any set of quadruplicates in which one of the measures exhibited a standard deviation of more than 1.25 (the maximum possible standard deviation for four measures is 1.499), and a coefficient of variation of greater than 0.75 for the quadruplicate set was scrutinized. If one single measure was near 1.5, this indicated that the remaining three measures were very similar, and that the fourth replicate was at its maximum outlying capacity, and thus this one quadruplicate value was removed. This procedure left three replicates within the set of which the mean was used for subsequent analyses. Only 504 replicate sets (1.2% of all replicated sets) had one measure excluded by this rule. Additionally, any replicate sets that continued to exhibit a coefficient of variation of greater than 0.75 were removed entirely. This included only 235 sets of triplicated measures (0.5% of all replicate measurements), and reduced the mean coefficient of variation of all quadruplicates to 0.19. 

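The rule, read here as removing a measure over 1.25 SD from the mean of its set, removed measures mostly from pupae, teneral females, females fed for 48 h and larvae. Of 829 sets with 1 measure excluded and 3 kept, 194 were in Pupa, 189 in Fpe, 139 in F48f and 98 in Larv, against 3 in M24u. Of 41118 sets of 4 arrays, 1064 had a coefficient of variation over 0.75, and 974 of these held a measure more than 1.25 SD from the set's mean. The 829 make up 2.02% of the sets; 524 were excluded with the normexp background correction. Another 235 sets (0.572%) were removed, 145 that stayed over the cutoff with 3 measures and 90 with no measure that far out, and 96 of them were in Pupa. The mean coefficient of variation fell from 0.210 to 0.191.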

We found that these thresholds allowed us to identify gross outlying individual measurements within a quadruplicate set [30].

A simple 1-way ANOVA was performed on the normalized data to determine which features on the array were differentially expressed across the eleven states. A multiple testing correction was applied to the p-values of the ANOVA [31], and any feature with a significant adjusted p-value *P *< 0.05 was examined further with a Tukey's post-hoc test. Specifically, any feature that showed a significant difference in means across one of pairwise comparisons: M24u-M24fF, Mpe-M24u, Larv-F24u, M24u-Larv, M24fF-F24fM, F24fM-F24f, M24u-F24f, F24u-F24f, M24fF-Larv, Mpe-M24fF, Mpe-Fpe, F48f-F24f, F48u-F24f, Larv-F24fM, M24u-F24u was retained for further analysis.

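Of 3734 features 3561 differed across the 11 states, and 3237 of these passed in at least 1 of the 15 listed comparisons. None of those comparisons involves pupae, although Pupa was the state that set most features apart; the features kept are those that vary among larvae and adults. Contig126, the HMGR features Contig1035 and MPB019E07, and Contig608 were among those that passed in M24u against F24u; HMGR controls mevalonate synthesis and Contig608 is the male-enriched P450. These counts use limma with Benjamini-Hochberg adjustment within each comparison. With the methods' 1-way analysis of variance and Tukey test 3547 features passed across the states and 2505 were kept, and 3564 and 2652 after the exclusion of outlying measures. At an unadjusted p under 0.05 in any of the 15 comparisons 3419 were kept.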

The retained features (3,573 total) were then subjected to hierarchical clustering using Pearson's correlation coefficient as distance metric and the average agglomeration method. Clustering dendrograms were examined below the 0.15 height threshold, allowing a close inspection of genes clustered at or above a cluster-average correlation coefficient of 0.85.

Nine features for which preliminary qRT-PCR experiments showed clean amplification efficiencies and melting curves were used to confirm the microarray data. First strand cDNA was prepared and primer pairs were selected as described below. For each of the nine features, log_2_-transformed ratios of expression relative to unfed females (F24u, arbitrarily chosen as a reference sample) were determined for the qRT-PCR data, normalized to the endogenous control gene, *Ubiquitin*. The ten qRT-PCR ratios were compared to the analogous log-transformed ratios of the microarray data of the other ten biological states using Pearson's correlation coefficient. A linear regression of 10 pairs of log-transformed qRT-PCR/microarray expression ratios was performed for all nine genes (90 pairs, total). A hypothesis test was performed to evaluate the association between PCR and microarray data, using a test statistic based on Pearson's product moment correlation coefficient, and resulted in a p-value *P *<< 0.001. Steps for performing these verifications were identical to those in [32].

### Quantitative RT-PCR

To confirm the microarray data, first strand cDNA template was prepared from RNA isolated from combined midguts and fat bodies of adults, or whole bodies of immature stages using the RNeasy Plant Mini Kit (Qiagen) followed by RNase-free DNase digestion and further purification using the MasterPure RNA Purification kit (Epicentre). There were 20 insects/replicate, except for the pupal samples, for which six individuals were used. For the tissue distribution assays, beetles were dissected in water into head, anterior midgut, posterior midgut, hindgut, fat body (not associated with the anterior midgut), and carcass with the aid of a dissecting microscope essentially as per [14]. Tissues were pooled from five to eight beetles/sample, frozen in N_2_(l) and stored at -84°C prior to RNA extraction and purification. RNA pellets were washed with 70% ethanol, resuspended in TE, and checked for quantity and integrity as described above. First strand template cDNA was produced from 500 ng RNA for each sample using random primers (Invitrogen) and SuperScript III reverse transcriptase (Invitrogen) according to the manufacturer's protocol.

Primers for qRT-PCR were designed from the EST sequences using Primer Express v 2.0 software (Applied Biosystems). Selected primers (Table 2) were screened for potential primer-dimers and hairpin loop formation using Vector NTI Advance 9 (Invitrogen), and selected primer sets were tested for non-specific amplification by visual inspection of melting curves, and their amplification efficiencies were determined using a relative standard curve method. A survey of candidate normalizing genes using qBase [33] indicated *tubulin *and *Ubiquitin *[GenBank: EZ115790 and EZ115624, respectively] had the most stable expression across all samples (not shown). Relative expression values for all genes were determined using the ΔΔC_T _method [34] normalized to *tubulin *and *Ubiquitin*. There were four replicates of each biological sample, each containing material pooled from five to eight insects. There were two template preparations per sample with three technical replicates for each PCR reaction.

## Authors' contributions

CT and GJB conceived the design of the study. TA, CIK, JB and GJB obtained beetles. TA, CIK, JB, and SY prepared biological samples and isolated RNA. SY curated the EST clones, prepared samples for sequencing, and identified normalizing genes. CT constructed the libraries, analyzed the ESTs and prepared part of the manuscript. KS performed the microarray data quality control and clustering analyses. TA performed the qRT-PCR and prepared parts of the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1: Summary of qRT-PCR and microarray comparisons**. Relative expression values for nine selected genes (Features) in 10 different biological states, each compared to unfed females (F24u). The ratios were determined by qRT-PCR and from microarray data as described in the text. 

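Each column of Table S1 is a gene and each line a state, and each cell holds the ratio of that state to F24u, so F24u itself is 1 by construction. Columns are named after a clone, and the columns DPG004B18, DPG004O08, DPG010M04, DPG014B22 and DPG015M04 match the array features Contig1127, Contig160, Contig64, Contig1103 and Contig608 in their array ratios. The array column for HMG-R matches MPB019E07 and that for GGPPS matches Contig126. A qRT-PCR ratio printed as 0.00 means that the transcript was under 0.005 of its F24u level, and 2 array cells hold no ratio.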

Values in this table were used to create Figure 4. Click here for file

Additional file 2 **Table S2: Cleansed, normalized and clustered microarray expression values**. Microarray expression values are provided for those genes (Features) with at least 0.85 average pairwise correlation across the 11 biological states to create clusters. 

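Table S2 holds log2 values of the mean linear expression of a state. Each value read here lay within 0.005 of the mean of the 4 arrays or of the mean after the exclusion rule. In the part read here 119 cells are empty. That part holds 1997 lines with 1995 beetle features, ordered by cluster, out of 2619. The GO terms given there are what the lists of ribosomal proteins, respiration, peptidases and plant cell wall digestion used beside the paper's sentences were drawn from.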

GO identifiers are also provided. Click here for file

Additional file 3 **Table S3: Information for genes shown in Figure **5. Names, GenBank accession numbers, and tentative BLSTX identifications of genes (Features) in clusters incorporated into Figure 5. Click here for file

# Supplementary material for: Functional genomics of mountain pine beetle (Dendroctonus ponderosae) midguts and fat bodies
**Source:** BMC Genomics. 2010 Mar 30;11:215. doi: 10.1186/1471-2164-11-215
**Supplement:** Additional file 1 — Table S1: Summary of qRT-PCR and microarray comparisons. Relative expression values for nine selected genes (Features) in 10 different biological states, each compared to unfed females (F24u). The ratios were determined by qRT-PCR and from microarray data as described in the text. Values in this table were used to create Figure 4.

Table S1: Summary of qRT-PCR and Microarray Comparisons. Values are ratios with respect to F24u

qRT-PCR values ^a										
Feature	DPG001G12	DPG004B18	DPG004O08	DPG010M04	DPG014B22	DPG015M04	MPB029F09	MPB GGPPS	MPB HMG-R	
Larv	0.03	0.46	0.05	13.86	0.02	0.18	0.01	0.00	0.77	
Pupa	5.75	0.00	0.00	0.03	0.07	2.13	6.47	0.00	2.38	
Fpe	145.30	0.97	0.39	194.46	0.86	0.58	176.57	0.02	0.63	
F24U	1.00	1.00	1.00	1.00	1.00	1.00	1.00	1.00	1.00	
F48U	0.39	0.72	0.84	4.35	0.36	1.03	0.26	0.23	0.47	
F24F	123.80	1.28	12.39	260.58	6.01	0.12	141.14	1.34	67.53	
F24fM	0.78	0.92	0.24	7.50	1.71	0.62	0.55	1.19	13.04	
F48F	64.18	0.81	3.07	119.56	1.88	0.16	72.77	0.04	6.03	
Mpe	108.79	0.27	0.59	8.19	0.24	1.45	103.46	0.18	2.19	
M24U	0.60	0.33	0.01	12.70	0.01	71.48	0.22	1.31	7.90	
M24fF	63.62	0.89	0.48	205.45	0.30	45.71	82.16	10.91	996.89	
Microarray ratio values ^b										
Feature	DPG001G12	DPG004B18	DPG004O08	DPG010M04	DPG014B22	DPG015M04	MPB029F09	MPB GGPPS	MPB HMG-R	
Larv	NA	0.78	1.03	3.04	0.06	0.59	1.58	0.11	2.69	
Pupa	7.44	0.02	0.03	0.56	0.13	0.84	2.26	0.29	20.65	
Fpe	359.53	0.95	1.86	NA	1.01	0.73	139.75	0.29	1.41	
F24U	1.00	1.00	1.00	1.00	1.00	1.00	1.00	1.00	1.00	
F48U	0.99	0.87	0.92	0.43	0.89	0.88	1.23	0.85	0.96	
F24F	62.49	0.89	3.55	22.28	2.01	0.47	20.32	1.93	31.74	
F24fM	287.34	1.14	6.19	34.92	3.57	0.45	158.99	1.21	13.32	
F48F	456.34	1.08	5.52	36.40	3.73	0.43	234.59	0.38	2.43	
Mpe	432.03	1.14	1.02	42.00	0.74	3.82	211.49	1.24	16.41	
M24U	0.82	0.86	0.02	5.61	0.01	25.26	0.88	3.03	8.80	
M24fF	483.15	1.04	1.35	41.34	1.90	15.06	184.84	4.14	534.49	

a) Values are ($2^{-\Delta\Delta C_T}$) normalized to *Ubiquitin* as described in the text

b) Normalized and cleansed as described in the text

# Supplementary material for: Functional genomics of mountain pine beetle (Dendroctonus ponderosae) midguts and fat bodies
**Source:** BMC Genomics. 2010 Mar 30;11:215. doi: 10.1186/1471-2164-11-215
**Supplement:** Additional file 3 — Table S3: Information for genes shown in Figure 5. Names, GenBank accession numbers, and tentative BLSTX identifications of genes (Features) in clusters incorporated into Figure 5.

Table S3: Information for genes shown in Figure 5

Trend	Feature Name	Accession	BLASTX Tentative I.D.	E value	Species
Up-regulated in pupae	Contig959	EZ115913	ADP ribosylation factor	8e-56	<i>Tribolium castaneum</i>
	DPG005F15	GO488580	Nervous wreck	2e-35	<i>Apis mellifera</i>
	DPG007O13	GO489418	Nucleotide exchange factor	4e-15	<i>Tribolium castaneum</i>
	DPG017O22	GO492765	Ribosomal protein S3a	2e-78	<i>Tribolium castaneum</i>
	DPG019B22	GO493161	Plexin B	5e-06	<i>Tribolium castaneum</i>
	MPB003C05	GO484554	No significant hit		
	MPB007B05	GO484923	Hypothetical protein	2e-12	<i>Tribolium castaneum</i>
	MPB009E10	GO485149	No significant hit		
Down-regulated in pupae	Contig838	EZ115793	Similar to 10G08	2e-18	<i>Tribolium castaneum</i>
	Contig905	EZ115860	Cytochrome P450	2e-44	<i>Tribolium castaneum</i>
	Contig977	EZ115931	Myosin 1B	1e-58	<i>Tribolium castaneum</i>
	DPG001G19	GO487268	DnaK chaperone protein	1e-30	<i>Rhizobium</i> spp.
	DPG005E13	GO488555	Cytochrome P450	1e-50	<i>Tribolium castaneum</i>
	DPG009H16	GO489935	unknown		
	DPG016N01	GO492376	Short-chain dehydrogenase	8e-32	<i>Tribolium castaneum</i>
	DPG021M15	GO494092	Short-chain dehydrogenase	2e-46	<i>Tribolium castaneum</i>
Feeding induced	Contig354	EZ115310	No significant hit		
	Contig786	EZ115741	No significant hit		
	Contig948	EZ115902	esterase	2e-75	<i>Tribolium castaneum</i>
	Contig1176	EZ116130	Hypothetical protein	4e-12	<i>Tribolium castaneum</i>
	DPG015M16	GO492020	unknown		
	DPG018L06	GO493025	Peroxisomal membrane protein PMP22	1e-69	<i>Tribolium castaneum</i>
	DPG025G15	GO495020			
	MPB014D04	GO485599	Fat body protein	8e-35	<i>Tribolium castaneum</i>
Feeding repressed	Contig120	EZ115076	Monocarboxylate transporter	1e-51	<i>Tribolium castaneum</i>
	Contig322	EZ115278	No significant hit		

Contig351	EZ115307	Tetraspanin	2e-23	<i>Tribolium castaneum</i>
Contig773	EZ115728	No significant hit		
DPG015E11	GO491847	Hexokinase	1e-37	<i>Tribolium castaneum</i>
DPG024D06	GO494584	No significant alignment		
MPB020G06	GO486199	Monocarboxylate transporter	1e-20	<i>Tribolium castaneum</i>
MPB021E12	GO486277	AMP-dependent CoA ligase	7e-14	<i>Tribolium castaneum</i>

How the deposited data were processed for this re-analysis (not part of the article)

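Transcript levels were measured on 44 single-colour NimbleGen arrays, 4 for each of 11 states of the mountain pine beetle, each from a separate pool of 20 to 30 insects. Larvae and pupae were whole bodies and adults were midguts with fat bodies. The raw values are spot intensities of 72037 spots per array, which hold 3734 beetle features, 4 control sequences and 5260 random probes. The authors' processed values are expression values after Robust Multi-Array Average (RMA), which is a background correction, a quantile normalization and a median polish over the 18 values of a feature. Expression was recomputed from the raw intensities by those steps, and the recomputed values were checked against the authors' (r of 0.999 to 1.000 per array, slope 0.995 to 1.005). Whether the random probes enter the normalization was settled by the match to Table S2, after the data were seen.

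The precision of an array follows from its signal over the random probes, 3.15 to 30.0 for the ratio of the medians, and from the 4 pools per state. A floor was computed for each array as the 95th percentile of 292 sets of 18 random probes summarised like a feature. Where all 4 arrays of a state lay at the floor, a fold change is given as a lower bound against the floor. At most 0.225% of the spots of an array were saturated. The fit was tested on simulated data with 200 changed features per comparison: 44% to 84% of 2-fold and 86% to 100% of 4-fold changes were found, and 2 to 11 unchanged features were called. The simulated noise was independent and had the same spread in all states. Real pools differed in spread (median SD 0.43 in Pupa, 0.115 in M24u), and arrays of a series shared deviations (consensus correlation 0.323). These shares therefore do not carry over to the real comparisons.

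States were compared with limma 3.58.1 in R 4.3.3 (with data.table 1.17.8; figures with matplotlib 3.10.9 in python 3.11.15), as a linear model with 1 mean per state over all 44 arrays and moderated variances. Each feature had a single variance for all states, so standard errors are not those of the pools compared. They tend to be too small for Pupa (median SD of a feature 0.43) and too large for M24u (0.115). P values were adjusted by the Benjamini-Hochberg method over the features in each comparison, and 0.05 was the threshold. The comparisons were the F-test over the 11 states, Pupa against the other 10 states and against Larv, 4 of fed with unfed adults, 3 of males with females, and the difference between the feeding responses of males and females. Features called male-enriched passed as higher in males in all 3 comparisons of the sexes. State means of the features past the F-test and 1 of the 15 pairwise comparisons of the methods were clustered by average linkage on 1 minus Pearson's r, at a height of 0.15. Correlations over states were tested by permuting states, and the relations of Contig126 were adjusted over 6 pairs. Single values per array, such as the slope over probe position, were compared by exact permutation of the 8 arrays. Replicate numbers do not pair the arrays of different states, since in no comparison did all same-numbered arrays of the 2 states share deviations (every correlation over 0.1).

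Named genes are every feature the paper names in its text, Tables 1, 2, S1 and S3 or Fig. 6, members of the gene lists, and features with large changes. The last are, for each comparison, the 10 largest increases and the 10 largest decreases past the threshold whose 2 groups of arrays do not overlap and that have an annotation, and at most 2 in each direction without one. The values of Table S2 had been seen as the paper prints them. The gene lists are mevalonate and isoprenoid, fatty acid metabolism, P450, plant cell wall and carbohydrate digestion, peptidases, ribosome, respiration, translation factors, carboxylesterases, glutathione transferases, acid phosphatases, DpoD12, the contigs of Table 1, the features of Table 2, the 4 groups of Table S3, and markers of fat body, midgut, muscle and nerve. Samples, comparisons, the rule for named genes and a list of alternatives were set before the data were examined.

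The alternatives were another background correction (normexp with an offset of 50) or none, median centring, the mean of probes, the authors' value table, the methods' exclusion of measures (coefficient of variation over 0.75, distance over 1.25 SD), a filter at the floor, the replicate number or array series as a block, the states compared alone, and each array left out in turn. For single results other heights, complete linkage, other units and a distance of 1.45 SD were also tried. Added after the data were seen were the random probes left out, the array series as a random block, arrays of the largest series only, an extraction day block, the 3 arrays with the lowest signal left out, and the methods' tests with linear means.

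The tissue distribution by qRT-PCR and the sequence comparisons of the paper were not analysed here. The reference genes at hand carry no link to the contigs and were not used, and sequence alignments were not repeated. A gene set test over all GO terms was not run because the annotations read here cover 1995 features only.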

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

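The 8 tests of explanations for the 3 patterns below and the regrouping of the sexes within fed and within unfed arrays were chosen after the results were seen; the other regroupings were planned. In groups of 4 arrays, an array was picked out when its gap to the nearest other as a share of the group's range exceeded Dixon's critical value for 4 samples. That happened in 13 of 165 groups, where chance gives about 1 in 20.

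Among measures of whole arrays, Larv 1 had a median raw intensity of 580.9 against 1736 to 1869 in the other larval arrays. M24fF 1 had a mean r of 0.9654 with its replicates, against 0.9786 to 0.9804, and F24u 3 a probe position slope of 0.205 against 0.189 to 0.191. The pBluescript control stood at 6.76 on the log2 scale in Mpe 4 (others 5.97 to 6.09) and at 7.32 in F24fM 3 (others 6.13 to 6.33), and it lay above the floor in all 44 arrays, a signal the paper does not discuss.

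Among the genes of Table 2, CYP4 DPG001G12 was at 12.13 in F24fM 3 (others 13.48 to 13.74). Contig1127 (CYP6) was at 13.47 in F24u 4 (others 13.08 to 13.15) and 8.257 in Pupa 2 (others 7.296 to 7.422). Contig160 (CYP6) was at 5.64 in Larv 4 (others 9.721 to 10.33) and 13.07 in F24fM 4 (others 11.85 to 12.01), and Contig1103 (CYP6) at 10.5 in Mpe 4 (others 11.07 to 11.17). Contig608 (CYP6CR1) was at 6.00 in Pupa 1 (others 4.704 to 4.909), and MPB029F09 (CYP6) at 6.272 in Pupa 2 (others 5.457 to 5.55).

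The feeding response of males (M24fF minus M24u) differed from that of females (F24fM minus F24u) for 44 features, 30 more positive and 14 more negative in males. The CYP6 gene Contig1103 differed by 5.73 on the log2 scale (standard error 0.59). Against F24u it was at -6.63 in M24u, 0.95 in M24fF and 1.85 in F24fM. Its difference thus came with a low level in unfed males, and the mean of fed males did not exceed that of fed females. The monooxygenases Contig1105 and MPB021B09 differed by 4.27 and 2.28. Contig160 (CYP6) differed by 3.21, a size that is not exact because all 4 M24u arrays lay at the floor for it. Contig907 (cell wall) differed by 1.64, but all 4 M24u and all 4 M24fF arrays lay at the floor, so no response of males was measured and the difference rests on a fall in females. Smaller positive differences were in MPB027C06 (carboxylesterase, 1.34), Contig515 (isoprenoid biosynthesis, 0.91), MPB026E08 (nucleoside binding, 0.857), Contig933 (stress response, 0.854) and DPG019D16 (structural molecule, 0.699), and without annotation in Contig989 (5.53) and Contig362 (3.5). The polygalacturonase Contig894 differed by -5.47, and 6 cysteine peptidases, which cut proteins, had more negative responses in males: DPG008G17 -3.74, DPG014J11 -3.57, DPG026O01 -2.62, Contig107 -2.62, Contig280 -1.70 and Contig400 -1.20. Other negative differences were in the transporter MPB018B06 (-1.45) and, without annotation, in MPB016E06 (-6.06, with 3 of 4 M24u arrays at the floor) and DPG012O06 (-4.40). When any 1 of the F24u or M24u arrays was left out the count was 16 to 28, without M24fF replicate 1 it was 18, without F24fM replicates 1 and 2 it was 22 and 23, and without F24fM replicate 4 it was 92. In 8 of 100 regroupings of the arrays the count was as large, up to 276. These regroupings mixed fed with unfed arrays, so the feeding effect itself can enter the count. They therefore cannot decide whether chance gives 44, which stays open. With the sexes regrouped within fed and within unfed arrays 2 of 100, the real one included, had a count as large as 44, and the highest other was 91. F24fM arrays are a series of their own, and with the series as a random block 10 features passed.

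The other counts exceeded those of every other split of the arrays drawn. A comparison of single states has only 35 splits, and a false split mixes arrays of both states within each group. That raises the spread within groups, so the real split tends to rank first. These ranks alone therefore do not exclude chance. The F-test gave 3561 (highest of the other regroupings 1897), Pupa against the other 10 states 3206 (1370) and Pupa against Larv 2959 (2107). F24f against F24u gave 1131 (14), M24fF against M24u 1374 (16), F24fM against F24u 1161 (601) and F48f against F48u 1339 (23). M24u against F24u gave 190 (13), Mpe against Fpe 210 (58), M24fF against F24fM 769 (127) and the male-enriched features 31 (0), so only 1 split, the real one, reached each count.

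Fpe 1, F48u 2 and F48f 1, whose array numbers belong to 1 series, lie nearer to an array of another state than to their own replicates. Their deviations from the other replicates of their states, over all features, had pairwise correlations of 0.766, 0.763 and 0.841 (median 0.766), which is consistent with a difference between array series. A mislabelled sample also stays open for F48f 1, which lay at 1.21 on a scale from its own state (0) to that of the nearest array (1) over 100 features, against 0.534 for Fpe 1, 0.389 for F48u 2 and -0.666 to 0.267 for the other 9 arrays of these states. A male pool under the label of Fpe 1 is argued against by its position of 0.0333 between Fpe (0) and Mpe (1) on 25 features higher in males, where Mpe arrays lay at 0.95 to 1.03. A biological difference of these pools, such as their age, was not tested.

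The qRT-PCR ratios of F24fM are unlike its array ratios for 3 P450 genes and near them for HMGR. F24fM arrays of unfed females are argued against by a correlation of 0.881 over 3734 features between the F24fM change and the F48f change. A qRT-PCR template of unfed females is argued against by HMGR, whose paper ratio of 13.04 is 13.0 times the highest in an unfed or teneral female state. Over the 9 genes, though, the qRT-PCR ratios of F24fM lie nearest to the F24u arrays (root mean square 1.78, log2), so a template with some material of unfed females stays open. The separate array series as the cause is argued against by the distance of the F24fM arrays from the nearer of F24f and F48f on the 9 genes, 1.08 (root mean square, log2), which is 0.255 of the 4.25 from the qRT-PCR values. Another mix-up of the qRT-PCR sample, and a biological difference between the pools used for the 2 methods, stay open and untested.

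More features were higher than lower in Pupa than in Larv. The 2 Pupa arrays with more signal than the lowest Larv array had a median log2 change of 0.675, against 0.579 for all Pupa arrays. With them 2969 features passed, 68.6% of them higher, so the majority did not shrink in the brighter Pupa arrays. Their signal over random probes was 8.46 and 6.96, against 4.26, 8.24, 8.78 and 11.4 in the Larv arrays. Signal was thus not matched, and lower signal as a cause is not decided. Whether quantile normalization made the majority cannot be told apart from a real shift, since without normalization between arrays the median change was 0.109, with an SD of 0.739 between Pupa arrays, and 53.7% of features were positive. In those values 97.5% of the ribosomal protein features were positive, with a median 1.38 above that of all features, so the relative position of that list holds without normalization. Metamorphosis, which the design names, and the array series, which Pupa has to itself, cannot be told apart either.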

How the results depend on the processing

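The random series block, the arrays of series A (the largest array series), the extraction day block, the 3 low-signal arrays left out and the methods' tests with linear means were chosen after the data were seen. The F-test, the 2 Pupa and the F48f comparisons stayed within 1.5 times their counts under all settings run, and the correlation with qRT-PCR stayed between 0.794 and 0.844. Of 632 named gene and comparison pairs that passed, 479 kept their sign and passed under every setting, 153 did not pass under at least 1, and 2 reversed. Below, the cause was not tested.

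With median centring the log2 change of Contig1015 in M24fF against M24u (a heme binding feature) was 0.01457 in place of -0.38, and that of Contig638 in F48f against F48u (ferritin) 0.7046 in place of -0.43 (adjusted p = 0.00759); the count of features whose feeding response differs between the sexes was 26. With the methods' exclusion of measures that count was 197 and Mpe against Fpe 395. With only the states compared it was 327 and M24u against F24u 469. With the array series as a block, M24u against F24u gave 470 and Mpe against Fpe 911; with the extraction day as a block Mpe against Fpe gave 833. As a random block, the series gave 342 for F24fM against F24u, 76 for M24fF against F24fM, 468 for Mpe against Fpe, 10 for the difference of feeding responses and 19 male-enriched features. With series A only, F24f against F24u gave 1823, M24fF against M24u 2080, M24u against F24u 579 and Mpe against Fpe 1100; with the 3 low-signal arrays left out the last 2 gave 312 and 340.

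Complete linkage gave 601 clusters, the normexp background 524 sets with a measure excluded, and raw intensities a probe position trend of 0.1489. The correlation of Contig126 with MPB019E07, 0.547, had an unadjusted p under 0.05 without background correction (0.6015, p = 0.0434), with the mean of probes (0.6057, p = 0.046), over the 9 adult states (0.7316, p = 0.0257, adjusted p = 0.0320) and over 44 arrays (0.5345, p = 0.00015, arrays of a state counted as separate).

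Leaving out 1 array or replicate at a time, the lowest and highest values were 3299 and 3545 for the F-test, 3085 and 3220 for Pupa against the other 10 states, 2847 and 3063 for Pupa against Larv, 930 and 1057 for F24f, 1134 and 1326 for M24fF, 952 and 1215 for F24fM and 1154 and 1271 for F48f against the unfed state. For the sexes they were 137 and 183 (M24u against F24u), 116 (without Mpe replicate 1) and 438 (without Fpe replicate 1) for Mpe against Fpe, 484 (without M24fF replicate 2) and 746 for M24fF against F24fM, and 16 (without M24u replicate 3) and 92 (without F24fM replicate 4) for the difference of feeding responses. They were 15 (without replicate 2) and 25 for male-enriched features, which were 19 without replicate 4, 281 and 347 for clusters, 0.810 and 0.815 for qRT-PCR and 0.527 and 0.561 for the profile correlation.

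With the replicate number as a block the counts were 3555, 3201, 2952, 1137, 1385, 1168, 1358, 192, 199 and 781 in the order of the comparisons above, 51 for the difference of feeding responses and 31 male-enriched features. The array series as a fixed block could not be fitted for Pupa and F24fM, each a series of its own. Signal over background limits features near the floor: 3615 of 3734 had a mean above it.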

Differences from the paper's values

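The methods' tests with linear means, named below, were chosen after the values were seen. The methods' exclusion, read as the removal of a measure over 1.25 SD from the mean, gave 829 sets of 4 measures with 1 measure excluded, and the paper's value is 504; the methods also speak of measures near 1.5. Of the alternatives set before the data were examined, the normexp background (524) and a distance of 1.45 SD (678) come within 1.5 times the paper's value, and the authors' value table (830) does not.

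The number of clusters was 342 with 3091 features, where the paper gives 299 and 2,485, with limma in place of the paper's tests. With the methods' tests, exclusion and linear means, a setting chosen after seeing the values, there were 305 clusters of up to 162 features with 2520 features in all. The paper puts 4,034 tentative unique genes on the array and 3734 beetle features were read here, a difference whose cause was not found. The paper kept 3,573 features for clustering and 3237 were kept here; 3561 passed the F-test alone. In settings chosen after seeing the values, 3419 were kept at an unadjusted p under 0.05 in any of the 15 comparisons, and 2505 with the methods' analysis of variance and Tukey test (2652 after the exclusion of measures).

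The paper states that the DpoD12 genes are expressed stably in all samples. Here all 5 contigs were lower in Pupa, with a median log2 change of -4.15 against the other 10 states, mostly dissected tissue. That median describes DpoD12-1, which all contigs but Contig632 read. Contig632 (DpoD12-2) changed by -0.59 against larvae, which did not pass with median centring. None of the 5 passed limma's test in the 4 feeding or 3 sex comparisons, adjusted or at an unadjusted p under 0.05. With median centring 1 passed as higher in F48f. The paper states that the profile of Contig126 follows those of HMGR and HMGS and is induced by feeding; here r with MPB019E07 was 0.547 and with Contig1035 0.458, and its change in F48f was -1.15, while it was 0.93 in F24f (not passing when any of 6 arrays was left out), 0.44 in M24fF and -0.11 in F24fM, the last 2 not passing. The paper's qRT-PCR ratios to F24u are 1.31 in M24u and 10.91 in M24fF. The relation with MPB019E07 has an unadjusted p under 0.05 over the 9 adult states (0.7316; 0.465 without M24fF and Fpe), over 44 arrays (0.5345, with arrays of a state counted as separate), without background correction (0.6015) and with the mean of probes (0.6057). In Fig. 6A the curve named CYP6CR1 appears to follow DPG007M02 rather than Contig608, the feature that Table 2 names so. In Fig. 6B the curve named HMGS appears to follow MPB019E07, the HMGR of Table S1. Neither match was tested. The paper places Contig608, DPG007M02 and DPG022F04 in 1 cluster; here DPG007M02 had r = 0.777 and 0.770 with the others and lay outside it.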

Other observations

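The random series block was chosen after the data were seen; the other values in this part come from comparisons and lists that were planned. A pectin esterase and some cell wall features were higher in females than in males. The pectin esterase Contig137, which opens pectin to further digestion, was at -1.98 (standard error 0.55), -3.42 (standard error 0.55) and -3.94 (standard error 0.55, adjusted p = 2.5e-06) in unfed, teneral and fed males against females, and the value in unfed males did not pass with median centring or without any of 6 single arrays (adjusted p of 0.0527 to 0.0746). The cell wall features DPG006A12 and DPG021J02 were at -4.19 (standard error 0.62) and -4.19 (standard error 0.71) in teneral males. DPG010G01, a diacylglycerol O-acyltransferase, which makes storage fat, was at -6.24 (standard error 0.56, adjusted p = 3.95e-10) in teneral males, and the transporter MPB018B05 at -5.54 (standard error 0.66) in unfed males. Of the 64 features of plant cell wall and carbohydrate digestion 14 were lower and 2 higher in M24u than F24u (17 and 5 adjusted over the list alone; 9 and 1 with median centring), 6 lower and 3 higher in Mpe than Fpe (10 and 3 adjusted over the list alone), and 20 lower and 3 higher in M24fF than F24fM (21 and 5). With the array series as a random block 6 were lower and none higher in the last comparison, and without Fpe replicate 1 the teneral counts were 7 and 7.

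Vitellogenin (DPG001D02) was lower in fed males than in fed females, at -4.70 (standard error 0.91), a value that did not pass with the array series as a random block (adjusted p = 0.121), and M24fF males differed widely in it, at 10.8 ± 2.46 (SD, n = 4). Of the 4 fat body markers 2 were higher in each feeding comparison, vitellogenin and MPB014D04, while ommochrome-binding protein (DPG027E14) was at -0.83 (standard error 0.30, adjusted p = 0.0271) in M24fF and at -0.30 without M24fF replicate 1 (adjusted p = 0.32), and ferritin (Contig638), which stores iron, passed only in F48f, where its direction turned with median centring. Of 9 midgut markers, 5 of which are the DpoD12 contigs, none was higher in the feeding comparisons by limma or at an unadjusted p under 0.05, and 1 was lower, in M24fF. The nicotinic receptor feature DPG012H18, among 7 nerve markers, was higher by 5.17 (standard error 0.53, adjusted p = 1.55e-09) in M24fF, and of 11 muscle markers 2, 1, 3 and 2 were higher and 2, 1, 1 and 3 lower in F24f, M24fF, F24fM and F48f. The muscle counts moved with single arrays: without F24u replicate 3 none was higher and 1 lower in F24f, and without F48u replicate 4 there were 1 and none in F48f. Without Larv replicate 1 the nerve markers had 1 higher and 3 lower in Pupa than in Larv.

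Glutathione transferase Contig182, which conjugates toxins to glutathione, was higher by 1.30 (standard error 0.22, adjusted p = 1.76e-05) in F48f and neither feature of the list passed limma's test in the other 3 feeding comparisons (1 higher in F24fM at an unadjusted p under 0.05). Of 8 acid phosphatases 3, 4, 4 and 4 were lower and 1, 2, 1 and 1 higher with feeding; with median centring 1 was lower in each and 1, 2, 1 and 2 higher. Of the 9 features of Table 2 6, 6, 6 and 5 were higher and 1, 0, 1 and 2 lower in the same comparisons, and of the 10 contigs of Table 1 all were lower in Pupa than in Larv, among them the cellobiosidase Contig450 at -1.51 (standard error 0.18) and the glycoside hydrolase Contig527 at -1.86 (standard error 0.28).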
